# EZH1 and EZH2 promote skeletal growth by repressing inhibitors of chondrocyte proliferation and hypertrophy

**DOI:** 10.1038/ncomms13685

**Published:** 2016-11-29

**Authors:** Julian C. Lui, Presley Garrison, Quang Nguyen, Michal Ad, Chithra Keembiyehetty, Weiping Chen, Youn Hee Jee, Ellie Landman, Ola Nilsson, Kevin M. Barnes, Jeffrey Baron

## Abstract

Histone methyltransferases EZH1 and EZH2 catalyse the trimethylation of histone H3 at lysine 27 (H3K27), which serves as an epigenetic signal for chromatin condensation and transcriptional repression. Genome-wide associated studies have implicated *EZH2* in the control of height and mutations in *EZH2* cause Weaver syndrome, which includes skeletal overgrowth. Here we show that the combined loss of Ezh1 and Ezh2 in chondrocytes severely impairs skeletal growth in mice. Both of the principal processes underlying growth plate chondrogenesis, chondrocyte proliferation and hypertrophy, are compromised. The decrease in chondrocyte proliferation is due in part to derepression of cyclin-dependent kinase inhibitors Ink4a/b, while ineffective chondrocyte hypertrophy is due to the suppression of IGF signalling by the increased expression of IGF-binding proteins. Collectively, our findings reveal a critical role for H3K27 methylation in the regulation of chondrocyte proliferation and hypertrophy in the growth plate, which are the central determinants of skeletal growth.

## Abstract (web summary)

EZH1 and EZH2 are associated with epigenetic bone and cartilage developmental defects. Here the authors show that cartilage-specific double knockout mice have reduced skeletal growth and how these histone methyltransferases regulate chondrogenesis and endochondral bone development.

Longitudinal bone growth occurs at the growth plate. This cartilage structure consists of three histologically and functionally distinct layers, termed the resting zone (RZ), proliferative zone (PZ) and hypertrophic zone (HZ). Chondrocytes in the RZ serve as stem-cell-like precursors, which are capable of self-renewal and also give rise to clones of proliferative chondrocytes in the adjacent PZ. These clones are arranged in columns parallel to the long axis of the bone and undergo rapid proliferation. The chondrocytes subsequently stop dividing and enlarge to become the hypertrophic chondrocytes in the HZ. The HZ is invaded by blood vessels, osteoblasts and osteoclasts, which remodel the HZ cartilage into cancellous bone. This overall process, termed endochondral ossification, has been studied extensively because it drives bone elongation and therefore growth in overall body dimensions. In addition, the growth plate provides a powerful *in vivo* model for understanding tissue growth because, in the growth plate, unlike most other tissues, the progenitor cells, transit amplifying cells and terminally differentiated cells are spatially segregated into distinct zones, facilitating their individual study.

Findings suggest the importance of epigenetic mechanisms in regulating longitudinal bone growth. Mutations in multiple genes that encode DNA- and histone-modifying enzymes can cause skeletal overgrowth disorders. For example, mutations in *NSD1* or *SETD2*, both of which encode histone methyltransferases for H3K36, lead to Sotos or Sotos-like overgrowth syndrome^1^,^2^,^3^. Similarly, mutations in the DNA methyltransferase *DNMT3A* gene were reported to cause a distinct overgrowth syndrome with intellectual disability^4^.

Another important chromatin modifier, the polycomb repressor complex 2 (PRC2), also regulates longitudinal bone growth. Comprised of four subunits, SUZ12, EED, RbAp48 and EZH1/EZH2, the PRC2 is responsible for catalysing the trimethylation of histone H3 at lysine 27 (H3K27me3)^5^, which then serves as an epigenetic signal for chromatin condensation and transcriptional repression. In humans, heterozygous mutations in *EED* or *EZH2* cause Weaver^6^,^7^ and Weaver-like syndrome^8^, which are characterized by skeletal overgrowth, accelerated skeletal maturation and other skeletal abnormalities. In addition, the *EZH2* gene lies in a locus associated with adult human height variation^9^,^10^, providing further evidence that *EZH2* has an important function in regulating skeletal growth.

In the current study, we utilize a mouse model with complete knockout of Ezh1 and cartilage-specific knockout of Ezh2 to explore the mechanisms by which PRC2 regulates skeletal growth. We show that PRC2 is important for both the proliferation and hypertrophy of growth plate chondrocytes. In the PZ, PRC2 suppresses the expression of Cdkn2a/b to allow normal cell cycle progression, while in the HZ, PRC2 suppresses Igfbp3/5 expression, thereby promoting IGF signalling and chondrocyte hypertrophy.

## Results

### Postnatal growth retardation in Ezh1/2 mice

Consistent with prior studies, mice with complete knockout of Ezh1 were viable, fertile and showed no abnormalities in postnatal growth^11^. Similarly, Ezh1^−/−^ Ezh2^fl/fl^ mice (without cre), or cartilage-specific knockout of Ezh2 (Col2-cre Ezh2^fl/fl^) in the presence of at least one copy of Ezh1 (Ezh1^+/−^), were also viable, fertile and showed a postnatal growth pattern indistinguishable from wild-type (Col2-cre Ezh2^+/+^) or heterozygous (Col2-cre Ezh2^+/fl^) littermates (Supplementary Fig. 1).

Unlike the ubiquitous knockout of Ezh2, which is embryonic lethal^12^, mice lacking both Ezh1 and Ezh2 in the cartilage (Col2-cre Ezh1^−/−^ Ezh2^fl/fl^, hereafter termed Ezh1/2 mice) were born at decreased frequency compared with the expected Mendelian ratio of 25% (Supplementary Table 1), but appears normal in size at birth. However, by 3 days after birth, the Ezh1/2 mice were noticeably smaller in size than wild-type mice, and the difference became more prominent with age (Fig. 1a,b). We speculate that this greater effect on skeletal growth after birth in some way reflects the major differences in the structure and function of the prenatal and postnatal growth plate cartilage^13^. Ezh1/2 mice showed increased mortality at ∼2 weeks of age of apparent respiratory insufficiency. Whole-mount staining showed no obvious delay or advancement of skeletal maturation in the combined knockout, but a slightly hunched spine was observed at 3 days old near the distal end of the rib cage, which became more pronounced at 1–2 weeks of age (Fig. 1i–k). Decreased overall body growth (Fig. 1b) and longitudinal bone growth (Fig. 2i and see below) were observed as early as 3 days of age, when there were no differences in respiratory rate (Supplementary Fig. 2), suggesting that the decreased growth observed in the combined knockout is not solely a secondary effect of the respiratory insufficiency but instead that the respiratory insufficiency may be caused by insufficient growth of the rib cage and by the abnormal vertebral column.

Immunohistochemistry revealed a complete loss of Ezh2 expression (Fig. 1c,f) and dimethyl- and trimethyl-H3K27 (Fig. 1d,e,g,h) in the cartilage tissue of the combined knockout, but not in the surrounding perichondrium and adjacent bone tissues, suggesting that the Col2-promoter-driven Cre-recombination successfully abolished Ezh2 expression at the cartilage, and that Ezh1 and 2 redundantly function in establishing these epigenetic marks in chondrocytes. In addition, we also confirmed that Ezh1 protein is absent in these Ezh1/2 mice (Supplementary Fig. 3).

### Loss of Ezh1/2 leads to change in growth plate histology

To understand better the role of Ezh1/2 in overall growth plate function, we performed quantitative histology in growth plates obtained from the proximal tibias of the Ezh1/2 and their wild-type and heterozygous littermates (Fig. 2a–f; Supplementary Fig. 4). The growth plate histology of heterozygotes was indistinguishable from wild-type littermates at the ages studied. In contrast, at 3 days of age, the overall tibial length, PZ height and the number of chondrocytes in the PZ were all significantly lower in the combined knockout (Fig. 2i).

In the combined knockout mice, the number of HZ chondrocytes per column was increased, but the height (dimension parallel to the long axis of the bone) of the terminal HZ chondrocyte was diminished (Fig. 2g–h,j; *P*<0.05). The height of the terminal HZ chondrocyte plays an important role in determining the rate of longitudinal bone growth^14^, and therefore the observed decrease in height of hypertrophic chondrocytes, which persisted in older mice (Fig. 2g,h,j), likely contributed to the impaired bone growth in Ezh1/2 mice.

To determine whether the smaller cells in the HZ of the Ezh1/2 mice might represent prehypertrophic chondrocytes, we used *in situ* hybridization to determine the location of Ihh (a marker for prehypertrophic chondrocytes) and ColX (a marker for hypertrophic chondrocytes) expression (Fig. 2k–r). We found that these smaller cells in the HZ of Ezh1/2 mice sequentially expressed Ihh then ColX in a pattern similar to that seen in wild-type mice, suggesting that, although most of the cells in the HZ are small in the Ezh1/2 mice, they are fully differentiated hypertrophic cells.

### Decreased chondrocyte proliferation in Ezh1/2 mice

We next sought to elucidate the mechanisms that led to the observed changes in the PZ. The Ezh1/2 mice showed decreased BrdU labelling in the proliferative columns at all ages compared with wild-type and heterozygous littermates (Fig. 3a–d), indicating impaired cell proliferation. A similar decrease in proliferation was observed when primary chondrocytes were isolated from these Ezh1/2 mice and cultured in monolayer (Fig. 3e), suggesting that the effect of Ezh1/2 deletion on proliferation is likely due to a cell-autonomous mechanism.

### Cdkn2a/b upregulation contributes to proliferation defects

The *INK4B-ARF-INK4A* genomic locus, which contains cyclin-dependent kinase (CDK) inhibitor p16^INK4a^ and p15^INK4b^ (encoded by Cdkn2a and 2b), inhibits cell proliferation and is a recognized molecular target of the PRC2 (ref. 15). We therefore hypothesized that the loss of Ezh1 and 2 allows derepression of Cdkn2a and 2b in the PZ, thus contributing to the diminished proliferation rate. Because each zone of the growth plate has a highly distinct profile of gene expression^16^, we used laser capture microdissection (LCM) to isolate the three different zones (RZ, PZ and HZ) from 3-day-old tibial growth plate, extracted RNA and performed quantitative real-time PCR (qPCR). Growth plate chondrocytes from Ezh1/2 mice showed much lower expression of Ezh2 in all three zones compared with wild-type littermates, further confirming the efficient cre-mediated ablation of the Ezh2 gene (Fig. 3f). Interestingly, Ezh2 showed a decline in gene expression across the wild-type growth plate from RZ to HZ (Fig. 3f). Expression of Cdkn2a was low throughout the wild-type growth plate, but was ∼20-fold higher in the PZ and HZ of the Ezh1/2 mice (Fig. 3f). Cdkn2b expression was also increased in Ezh1/2 mice compared with wild-type mice, but primarily only in the PZ (Fig. 3f). We then used immunohistochemistry to confirm that the protein levels of Cdkn2a and 2b were similarly increased in the Ezh1/2 mice (Supplementary Fig. 5). These data support our hypothesis that Cdkn2a and 2b were derepressed in the growth plates of Ezh1/2 mice. We next isolated chondrocytes from Ezh1/2 mice and their wild-type littermates to compare their H3K27me3 levels at the *INK4A/B* locus. Chromatin immunoprecipitation (ChIP)–qPCR showed that H3K27me3 was significantly enriched at the promoter regions of both Cdkn2a and 2b in primary chondrocytes isolated from wild-type littermates, but not from the Ezh1/2 mice (Fig. 3g). Our data therefore suggest that, in wild-type chondrocytes, this genomic locus is epigenetically suppressed, while in Ezh1/2 knockout chondrocytes, the loss of Ezh1/2 expression led to decreased H3K27me3 and upregulation of Cdkn2a/b. To further establish the causal relationship between Ezh1/2 deletion, Cdkn2a/b upregulation and decreased proliferation in chondrocytes, we next treated primary chondrocytes isolated from wild-type C57BL/6 mice with inhibitors of Ezh1/2 and measured cell proliferation and Cdkn2a/b expression. Consistent with our hypothesis, Ezh1/2 inhibitor UNC1999 increased expression of both Cdkn2a and 2b, and suppressed chondrocyte proliferation (Fig. 3h). To confirm that the decrease in chondrocyte proliferation is driven by elevated Cdkn2a/b levels, we next used short interfering RNA (siRNA) to suppress Cdkn2a/b expression before UNC1999 treatment. Knockdown of Cdkn2a/b expression was confirmed by qPCR (Fig. 3i) and western blot (Supplementary Fig. 6). In the absence of UNC1999, suppression of Cdkn2a/b expression by siRNA alone did not increase chondrocyte proliferation (Fig. 3i), again suggesting that Cdkn2a/b was normally silenced in chondrocytes. In contrast, treatment of UNC1999 led to the suppression of chondrocyte proliferation, which was then partially reversed by siRNA against Cdkn2a/b (Fig. 3i). Our data therefore suggest that the decrease in chondrocyte proliferation induced by loss or inhibition of Ezh1/2 is partially (but not completely) attributable to derepression of Cdkn2a/b expression, but that other molecular pathways may also make important contributions to the impaired proliferation.

### Increased Igfbp3 and 5 expression in Ezh1/2 mice

In addition to decreased proliferation in the PZ, another remarkable finding in the Ezh1/2 mice was the decreased terminal hypertrophic cell size (Fig. 2g,h). Because insulin-like growth factor (Igf) signalling is required for normal chondrocyte hypertrophy^17^,^18^, we hypothesized that the effect of Ezh1/2 loss on hypertrophic cell size is mediated by diminished Igf1 signalling.

To test our hypothesis, we first assessed the expression of genes in the Igf signalling pathway in the HZ of Ezh1/2 mice and wild-type littermates. We found that Igf2, rather than Igf1, is the predominant ligand in the HZ^19^, but the expression of neither ligand was significantly different between wild-type and Ezh1/2 mice (Supplementary Fig. 7). Similarly, the two specific receptors for Igfs, Igf1r and Igf2r, were not differentially expressed between wild-type and Ezh1/2 mice (Supplementary Fig. 7). However, we found that two members of the Igf-binding protein (Igfbp) family, Igfbp3 and 5, were significantly upregulated specifically in the HZ of the Ezh1/2 mice compared with wild-type littermates (Fig. 4a), which were confirmed at the protein level by immunohistochemistry (Supplementary Fig. 5). H3K27me3 was significantly enriched at the promoter region of both Igfbp3 and 5 in chondrocytes isolated from wild-type littermates but not in Ezh1/2 mice (Fig. 4b), suggesting that the effect on expression is mediated by H3K27 methylation. In contrast, no H3K27me3 enrichment was found at the promoter region of Ihh or ColX (Supplementary Fig. 8).

### Ezh inhibition upregulates Igfbps and decreases hypertrophy

The observed increase in the expression of Igfbps in chondrocytes could reduce the bioavailability of Igfs and therefore might contribute to the diminished hypertrophy. We tested this hypothesis further using monolayer cultures of primary wild-type chondrocytes. When these cells were treated with Ezh1/2 inhibitor UNC1999, Igfbp3, although not Igfbp5, increased (Fig. 4c). We next used a chondrocyte pellet culture model to study chondrocyte hypertrophy. Primary chondrocytes isolated from wild-type C57BL/6 mice were pelleted by centrifugation (Fig. 4d) and maintained in culture for up to 4 weeks. Chondrocyte pellets normally undergo hypertrophy with time in culture, leading to the increase in cell size (Fig. 4d) and expression of differentiation markers including *Col10a1* and *Ihh* (Fig. 4g). Treatment of the pellets with Ezh1/2 inhibitor UNC1999-treated reduced levels of H3K27me2 and me3 (Fig. 4e,f), remarkably reduced cell hypertrophy (Fig. 4d), and decreased the expression of *Col10a1* and *Ihh* (Fig. 4g). Consistent with our hypothesis, *Igfbp5* expression was increased in UNC1999-treated pellets (Fig. 4g). In contrast, *Igfbp3* was not well expressed in either treated or untreated pellets in this experimental model.

### Igfbp upregulation contributes to decreased hypertrophy

To further establish the causal relationship between Ezh1/2 deletion, Igfbp3/5 upregulation and decreased chondrocyte hypertrophy, we next utilized a well-established metatarsal culture system to test the effect of Ezh1/2 inhibition on Igf signalling^20^. Fetal metatarsal bones were isolated from wild-type C57BL/6 mice at embryonic day 18 and cultured for 3 days (Fig. 4h; Supplementary Fig. 9). Treatment with UNC1999 decreased H3K27me2 and me3 (Fig. 4j; Supplementary Fig. 10), and increased the expression of Igfbp3 and 5 in the metatarsal growth plate (Fig. 4i). This upregulation of both Igfbp3 and 5 is similar to the upregulation of both genes observed in the Ezh1/2 mice, and thus the cultured metatarsal bones may serve as a more physiological model system than either the monolayer culture, in which only Igfbp3 was upregulated, or the pellet culture, in which only Igfbp5 was upregulated upon UNC treatment. Addition of UNC1999 resulted in a reduction of hypertrophic cell size (Fig. 4l,m), similar to that observed in the HZ of Ezh1/2 mice (Fig. 2h), and the UNC1999-treated chondrocyte pellets (Fig. 4d). In contrast, treatment with Igf1 for 3 days led to significantly increased bone growth (Fig. 4k) and chondrocyte hypertrophy in the fetal metatarsal (Fig. 4l,m). If the effect of Ezh2 on hypertrophy is mediated by increased binding of Igfs by Igfbps, then adding a high concentration of Igf1 should exceed the amount that can be bound by endogenous Igfbps and thus override the inhibitory effect on hypertrophy. Consistent with this prediction, Igf1 treatment overrode the effect of UNC1999 in that hypertrophic cell size was similarly increased in metatarsal bones treated with Igf1 alone and treated with both Igf1 and UNC1999 (Fig. 4l,m). In contrast, Igf1 treatment did not significantly affect chondrocyte proliferation (Supplementary Fig. 11). As an additional test of our hypothesis, we cultured the fetal metatarsal bones with or without UNC1999, and treated with exogenous Igfbp3 or Igfbp5 in high concentration for 3 days (Fig. 4n; Supplementary Fig. 9). In the absence of exogenous Igfbp3 or 5, addition of UNC1999 again resulted in the reduction of hypertrophic cell size (Fig. 4o,p). Importantly, we found that the treatment of exogenous Igfbp3 or 5 alone led to a similar reduction of hypertrophic cell size, with no additional effect when metatarsals were treated with both UNC1999 and Igfbp3 or 5 (Fig. 4o,p), supporting our hypothesis that the loss of Ezh1/2 decreased chondrocyte hypertrophy by increasing levels of Igfbps. Taken together, our findings strongly support the hypothesis that Ezh1/2 positively regulates Igf signalling in the HZ to promote chondrocyte hypertrophy by negatively modulating local levels of Igfbp3 and 5.

### Transcriptome analysis of the growth plate in Ezh1/2 mice

To explore other potential pathways by which the loss of Ezh1 and 2 may affect growth plate chondrogenesis, we used microarray to analyse differences in gene expression in the growth plate between Ezh1/2 and wild-type mice. We used LCM to isolate growth plate tissue from either the PZ or HZ, isolated RNA, and performed microarray analysis and pathway analysis. 

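The data were 24 Affymetrix mouse whole-transcript arrays of tibial growth plate cartilage from mice at 3 days of age. There were 6 arrays for each of 4 groups, namely the PZ and the HZ of wild-type mice and the PZ and the HZ of Ezh1/2 mice. Each array held RNA from 1 zone of 1 animal, collected by laser capture microdissection and amplified before hybridization. In the crosses the paper describes, both groups carried Col2-cre and lacked Ezh1, and the wild-type mice kept both copies of Ezh2. Ezh2, the gene deleted here, had PZ log2 levels of 7.22, 6.88, 7.27, 7.09, 6.88 and 7.21 on the wild-type arrays and of 6.67, 6.49, 6.54, 5.85, 6.59 and 6.62 on the Ezh1/2 arrays. All 6 Ezh1/2 arrays were below all 6 wild-type arrays (log2 fold change -0.63, standard error 0.14, adjusted p = 0.0852 from limma, exact permutation p = 0.0022, the smallest that 6 against 6 allow). In the HZ, Ezh2 levels were 6.25, 6.60, 6.32, 5.88, 6.26 and 6.29 on the wild-type arrays and 6.53, 6.47, 6.20, 6.30, 6.61 and 6.48 on the arrays labelled Ezh1/2. Ezh2 was thus not lower on the HZ arrays labelled Ezh1/2 (log2 fold change 0.17, standard error 0.12, adjusted p = 0.899 from limma), and this gene does not check the HZ labels. Where its probe set lies against the deleted part of the gene was not examined here. The paper's RT-qPCR gives Ezh2 as lower in all zones of Ezh1/2 mice, and the paper also gives Cdkn2a, Igfbp3 and Igfbp5 as higher in the HZ (Fig. 3f and 4a). On the HZ arrays labelled Ezh1/2 these 3 genes had higher means, the way the labels say, though none passed the adjusted p, and this does not settle the labels. Ezh1 had means of 4.56 in both PZ groups and of 4.63 and 4.59 in the wild-type and Ezh1/2 HZ.
Known zone markers parted the zones of wild-type mice. The hypertrophic collagen Col10a1 was higher in the HZ by 3.27 on the log2 scale (standard error 0.26, adjusted p = 2.34e-09), Ihh, the Hedgehog ligand of prehypertrophic cells, by 2.14 (standard error 0.16, adjusted p = 9.07e-10), and the collagenase Mmp13 by 3.78 (standard error 0.68, adjusted p = 0.000155). The proliferation genes Mki67 and Top2a had HZ minus PZ differences of -1.59 (standard error 0.32, adjusted p = 0.000422) and -1.94 (standard error 0.32, adjusted p = 4.71e-05). The cartilage collagen Col2a1 differed by -0.07 (adjusted p = 0.658).
The authors deposited log2 values normalized together by robust multi-array averaging (RMA). These values were tested here for each of 41345 probe sets with limma within the 12 arrays of a zone, with Benjamini-Hochberg adjustment. A gene with several probe sets was represented by the one with the highest mean over all arrays. The correlation between arrays of a group ranged from 0.954 to 0.974 in the wild-type PZ, from 0.956 to 0.973 in the Ezh1/2 PZ, from 0.894 to 0.946 in the wild-type HZ and from 0.896 to 0.939 in the Ezh1/2 HZ. The median residual SD was 0.20 in the PZ and 0.29 in the HZ. The number of arrays limits the precision of every value.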

We found that 49 genes were downregulated (*P*<0.001, fold change>1.3) in PZ of Ezh1/2 mice, while 231 genes were upregulated compared with wild type. Similarly in HZ, 97 genes were downregulated (*P*<0.001, fold change>1.3) and 146 genes were upregulated in the Ezh1/2 mice, compared with the wild-type mice (Fig. 5a,c; Supplementary Data 1 and 2). 

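In the PZ, the craniofacial homeobox gene Alx1 rose from a log2 level of 3.95 ± 0.29 (SD, n = 6) in wild-type mice to 6.11 ± 0.23 (SD, n = 6) in Ezh1/2 mice, a log2 fold change of 2.16 (standard error 0.14, adjusted p = 1.69e-05 from limma). Plag1, a zinc-finger transcription factor that activates Igf2, rose from 5.58 ± 0.30 (SD, n = 6) to 7.63 ± 0.12 (SD, n = 6). Its log2 fold change was 2.05 (standard error 0.13, adjusted p = 1.13e-05). Pappa2, a protease that cleaves Igfbp5, rose by 1.62 (standard error 0.14, adjusted p = 0.000122). Among single-symbol probe sets without overlap of the groups, leaving out predicted genes and microRNAs, the other large rises were those of Fndc3c1 (1.75), the RNA helicase gene Ddx43 (1.69), the chitinase-like Chil1 (1.56), Hoxd8 (1.37), the Wnt effector Lef1 (1.35), the homeobox gene Zfhx4 (1.30), the sorting receptor Sort1 (1.23), Cdr1 (1.22) and the BMP antagonist Chrdl2 (1.21). Otogl fell by 1.23, Pamr1 by 1.08, the cytokine Il18 by 1.07, the glutathione transferase Mgst2 by 0.86 and Lsm8 by 0.72. For each of these genes all 6 Ezh1/2 arrays lay on the same side of all 6 wild-type arrays, which the rule for naming the rises and falls required. Sort1 has another probe set with a log2 fold change of 0.51 (adjusted p = 0.49). Syne1 fell through 2 of its 59 probe sets, with log2 fold changes of -0.84 (adjusted p = 0.0409) and -0.70 (adjusted p = 0.00387), while its brightest had -0.36 (adjusted p = 0.692). Most of its other probe sets were lower too, down to -0.73 (adjusted p = 0.42), without passing. A few were higher, up to 0.66 (adjusted p = 0.603).
Of 83 measured transcription factors of early development other than Hox genes, 10 of them in the study's table, 10 rose and 0 fell (14 rose and 0 fell when adjusted over the list alone, and 17 had an unadjusted limma p under 0.05, all higher). They included Meis1 (1.14), Tfap2a (1.01), Prdm6 (0.96) and Isl1 (0.85). The list was higher as a group by camera (adjusted p = 3.82e-07, and adjusted p = 0.0527 with an estimated correlation). Of 36 Hox genes, 3 rose (8 when adjusted over the list alone), namely Hoxd8 and the distal limb genes Hoxd13 (0.83) and Hoxa13 (0.44), with adjusted p = 2.41e-06 for the list and adjusted p = 0.0107 with an estimated correlation. Of 9 growth genes of fetal tissue, 2 rose (2 when adjusted over the list alone), Plag1 and the RNA-binding Igf2bp3 (1.13), while Hmga2 had 0.27 (adjusted p = 0.566). That list had adjusted p = 1.26e-05, and adjusted p = 0.0085 with an estimated correlation. Probe sets with several symbols or none were not counted in these lists. Outside them, the study's table names Igf2bp1 (1.75, adjusted p = 1.59e-07), Igf2bp2 (0.59, adjusted p = 0.0178) and Hoxa11 (0.57, adjusted p = 0.0381). All of these rose in limma, with no overlap of the groups. Of 17 subunits of the Polycomb complex PRC1 and H3K27 demethylases, Bmi1 rose (0.96, and 1 gene when adjusted over the list alone). That list had adjusted p = 0.00666, and adjusted p = 0.167 with an estimated correlation, and its call also ended without wild-type array 3. The study's table holds 4 of the Hox genes, 2 of the fetal growth genes and 1 gene of this last list. With all lists kept, the study's own among them, 14 passed in the PZ by camera. Of 100 relabellings of the animals by number, the real one included, 12 gave as many. With the study's lists and genes of that table left out, 3 of 30 PZ lists passed, and 87 relabellings gave as many. This second count works against the real labels, since those genes were chosen under them. These list tests thus do not exclude chance. Genes of other tissues had lower means on the Ezh1/2 PZ arrays, from -0.08 for endothelial to -0.30 for erythroid markers (lowest exact permutation p = 0.299, for perichondrium and fibroblast markers).
Over all probe sets, 152 rose and 18 fell at an adjusted p under 0.05, of which 133 carry a single gene symbol. At an unadjusted p under 0.001 and a fold change over 1.3 in the same limma fit, 264 were higher and 52 lower. The groups did not overlap for 345 probe sets, where chance gives 0.216% or 89. The calls were 84 and 5 with a spread shared by all 24 arrays, 77 and 4 in a two-way analysis of variance, 74 and 9 with the replicate number as a block and 97 and 11 in an unmoderated test, and 29 fell with 1 symbol per probe set. Without wild-type array 3 the count of rises was 87. The count of falls was 9 without wild-type array 2, 10 without wild-type array 3, 5 or 6 or Ezh1/2 array 1, and 11 without wild-type array 4 or Ezh1/2 array 6, and some calls of single genes ended when 1 array was left out. These were Lef1 (wild-type array 1, 2, 3 or 6 or Ezh1/2 array 1 or 2), Cdr1 (wild-type array 1, 2, 3, 5 or 6 or Ezh1/2 array 1, 2, 4 or 6), Hoxa13 (wild-type array 1, 2, 3 or 4 or Ezh1/2 array 1, 3 or 6) and Lsm8 (any array except Ezh1/2 array 5), with a highest adjusted p over all alternatives of 0.123, 0.143, 0.112 and 0.468. Other settings ended the calls of Sort1 (the replicate number as a block, an unmoderated test, and 2 PZ arrays that cluster apart left out after the data were seen, highest adjusted p 0.119) and Mgst2 (the spread shared by all 24 arrays, the block and the analysis of variance, highest adjusted p 0.296).

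**Figure D1:**
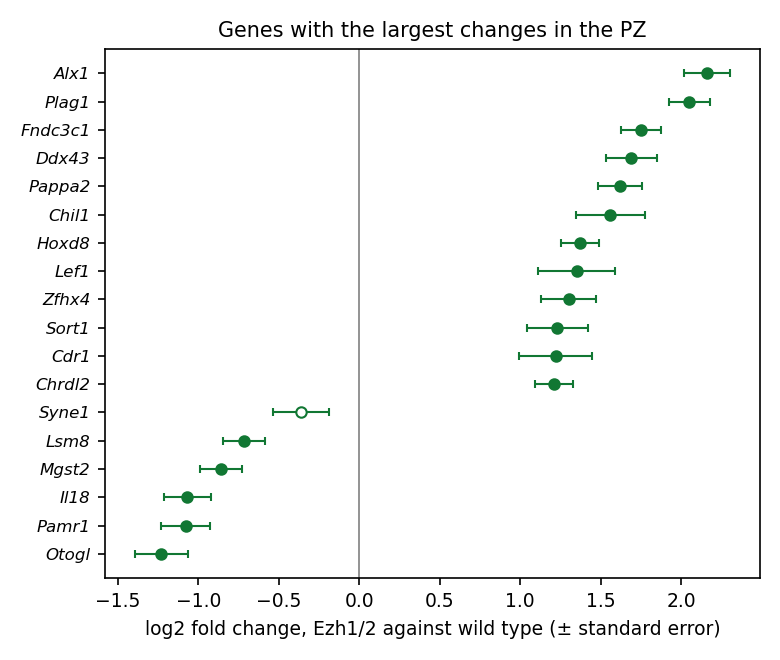
Log2 fold change (x axis) of the genes with the largest changes in the PZ, Ezh1/2 against wild-type mice, with 6 arrays per group. Only probe sets with a single gene symbol were considered. Bars are standard errors; filled points have an adjusted p under 0.05, and the open point is the brightest probe set of Syne1 at -0.36. Alx1 stands highest at 2.16 and Otogl lowest at -1.23.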

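In the HZ, Cp, which encodes the copper-carrying ferroxidase ceruloplasmin, rose from a log2 level of 5.51 ± 0.23 (SD, n = 6) on the wild-type arrays to 7.11 ± 0.36 (SD, n = 6) on the arrays labelled Ezh1/2. This is a log2 fold change of 1.60 (standard error 0.17, adjusted p = 0.014 from limma). The cell adhesion gene Ncam1 rose by 1.32 (standard error 0.17), Adamts9, a protease that cleaves proteoglycans, by 1.15 (standard error 0.14) and the scaffold gene Homer2 by 0.83 (standard error 0.10). Cbln2, a secreted synapse organizer, fell by 1.00 (standard error 0.13), and each of these 4 genes had an adjusted p of 0.0254. Svep1 rose through 1 of its probe sets (0.87, adjusted p = 0.0461), while its brightest had 0.48 (adjusted p = 0.647). These genes, and 1 probe set with no symbol, were all that passed over 41345 probe sets, 6 higher and 1 lower.
Other genes with a low p did not pass. The sulphotransferase Chst1 had a log2 fold change of 2.00 (standard error 0.31, adjusted p = 0.0885), the receptor kinase Axl 0.94 (adjusted p = 0.0885), the RNA-binding Bicc1 1.39 (adjusted p = 0.0948) and the homeobox gene Isl1 1.07 (adjusted p = 0.141). Tnrc6c had 0.91 and the calcium channel gene Cacna1h 0.72 (adjusted p = 0.186 for both), and Gas7 had 0.70 (adjusted p = 0.119) in 1 probe set and 0.44 (adjusted p = 0.725) in its brightest. On the lower side, the sodium pump regulator Fxyd2 had -1.85 (adjusted p = 0.13) and the glucose transporter Slc2a1 -1.13 (adjusted p = 0.165), with -0.57 (adjusted p = 0.443) for its other probe set. Scin had -0.96, Smim31 -0.87 and Snord42b -0.87 (adjusted p = 0.186 for each).
Of 22 cartilage matrix and chondrocyte genes, 0 passed in limma (0 also when adjusted over the list alone, and 6 had an unadjusted p under 0.05, all lower). Their median log2 fold change was -0.36, with -0.79 for the matrix protein gene Comp (adjusted p = 0.412), -0.90 for the matrilin gene Matn3 (adjusted p = 0.487) and -0.78 for the receptor gene Fgfr3 (adjusted p = 0.446). By camera this list was lower (adjusted p = 3.46e-06, and adjusted p = 0.375 with an estimated correlation). Of 18 prehypertrophic and hypertrophic markers, 0 passed in limma (5 lower when adjusted over the list alone, and 1 higher and 5 lower at an unadjusted p under 0.05), with -0.59 for Ihh (adjusted p = 0.413) and -0.14 for Col10a1 (adjusted p = 0.944). That list had adjusted p = 0.00341, and adjusted p = 0.448 with an estimated correlation, and its call also ended without wild-type array 5 or Ezh1/2 array 4. Beside these lists, the mean of skeletal muscle markers was higher by 0.84 (exact permutation p = 0.366), that of perichondrium and fibroblast markers by 0.49 (exact permutation p = 0.297) and that of osteoclast markers by 0.40 (exact permutation p = 0.0974) on the arrays labelled Ezh1/2, and the mean of the cartilage list was lower (-0.33, exact permutation p = 0.147). By camera the muscle and perichondrium lists were higher (adjusted p = 0.00234 for each, and adjusted p = 0.564 and 0.539 with an estimated correlation), as was the endothelial list (adjusted p = 0.0317, and adjusted p = 0.608). These calls ended without Ezh1/2 array 6, that of muscle also without Ezh1/2 array 4, and that of the endothelial list also without wild-type array 1 or 5 or Ezh1/2 array 1 or 2.
At an unadjusted limma p under 0.001 and a fold change over 1.3, 81 probe sets were higher and 55 lower (36 lower without wild-type array 2 or 3, 35 without wild-type array 5 and 85 without wild-type array 4). The groups did not overlap for 189 probe sets, where chance gives 0.216% or 89. The count of rises was 3 without wild-type array 1, 2 without Ezh1/2 array 3, and 0 or 1 without any other single array except Ezh1/2 arrays 1 and 4, and the fall of Cbln2 passed only without wild-type array 1 or Ezh1/2 array 4. The call of Cp ended without wild-type array 2, 3 or 6 or Ezh1/2 array 2, that of Ncam1 without any array except Ezh1/2 array 1, that of Adamts9 without any except wild-type array 1 and Ezh1/2 arrays 1 and 4, and that of Homer2 without any except wild-type array 1 and Ezh1/2 arrays 1, 3 and 4. With a spread shared by all 24 arrays, 128 probe sets rose and 74 fell, and Cp, Adamts9, Homer2, Ncam1 and Cbln2 had a highest adjusted p over the alternatives of 0.135, 0.149, 0.149, 0.168 and 0.149. The shared spread favours calls in the HZ, where the median residual SD was larger than in the PZ.

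**Figure D2:**
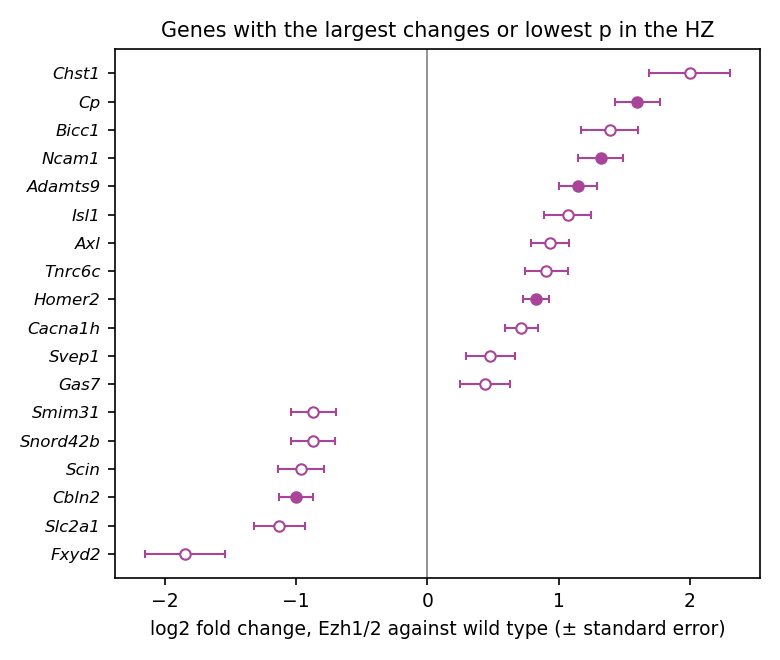
Log2 fold change (x axis) of the genes with the largest changes or the lowest p in the HZ, arrays labelled Ezh1/2 against wild-type arrays, 6 per group. Bars are standard errors. The 5 filled points, among them Cp at 1.60, have an adjusted p under 0.05, and open points, among them Chst1 at 2.00, do not.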

To confirm the validity of the microarray analysis, we performed real-time PCR on a subset of genes that showed differential regulation (Fig. 5e). The observation that more genes were upregulated in Ezh1/2 mice (as opposed to downregulated), both in PZ and HZ, is consistent with the role of Ezh1 and 2 in catalysing H3K27 trimethylation, which serves as a repressive mark of gene expression. 

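In the PZ, 110 gene symbols rose and 12 fell, and over all called probe sets 89.4% were higher in Ezh1/2 mice. Sfmbt2, a Polycomb-related gene, rose by 1.03 (standard error 0.14, adjusted p = 0.00673 from limma). Another 13 of the called probe sets name microRNAs of the families Mir466, Mir467, Mir669 and Mir297, a cluster that lies in an intron of Sfmbt2. All 13 were higher, of 70 probe sets with such names on the arrays. Some near-identical copies are counted more than once, since 20 of the called probe sets had the same values as another probe set on every array. In the HZ, 5 gene symbols rose and 1 fell. No member of the 40 gene lists fell at an adjusted p under 0.05 in limma in either zone. By camera 3 lists were lower in the PZ, hypoxia and glycolysis, immediate early genes and the unfolded protein response (adjusted p = 0.0136, 0.033 and 0.0363, and adjusted p = 0.606, 0.476 and 0.600 with an estimated correlation). The call of the first ended without wild-type array 4 or 5 or Ezh1/2 array 2 or 4, that of the second without wild-type array 2, 3 or 6 or Ezh1/2 array 1, 4 or 5, and that of the third without wild-type array 2, 4 or 6 or Ezh1/2 array 1, 2 or 4. At an unadjusted limma p under 0.05, 4 immediate early genes were lower and 1 higher in the PZ. For hypoxia and glycolysis 2 genes were lower and 1 higher in the PZ, and 7 were lower and 0 higher in the HZ.
At an unadjusted limma p under 0.05, 1715 probe sets were higher and 1375 lower in the PZ, and 1252 were higher and 1478 lower in the HZ. At the thresholds of p and fold change that the paper states, 83.5% were higher in the PZ and 59.6% in the HZ. The HZ excess turned to 46 higher and 103 lower without wild-type arrays 1 and 4 and Ezh1/2 array 1, whose values span a narrow range and which were left out after the data were seen. It also turned without wild-type array 1 (63 higher and 78 lower) and without wild-type array 4 (76 higher and 85 lower). The paper sets the excess of upregulated genes in both zones beside the H3K27 trimethylation that Ezh1 and 2 catalyse, a repressive mark.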

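Probe sets that were higher on the arrays labelled Ezh1/2 in both zones, at an unadjusted limma p under 0.001 and a fold change over 1.3 in each, numbered 13, against 0.517 expected for independent lists. They included the limb and neural homeobox genes Lhx9, with a log2 fold change of 0.97 in the PZ and 0.58 in the HZ, and Meis1, with 0.85 in the HZ. The forkhead gene Foxd1 had 0.56 and 0.65, the homeobox gene Pbx2 0.56 and 0.58, the neurexin gene Nrxn2 0.89 and 0.80, and the semaphorin receptor gene Plxna4 0.59 and 0.62. Eif4e3 had 0.70 and 0.72, Gkap1 0.72 and 1.07 and 4930447C04Rik 0.94 and 0.90. Isl1, Cdkn2a, Cacna1h and Axl completed the set. The single probe set lower in both zones was that of Smim31, at -0.84 in the PZ, against 0.0692 expected, and 0 probe sets passed these thresholds in opposite directions. Of these 14, 11 passed an adjusted p under 0.05 in the PZ and 0 in the HZ, so that 0 probe sets were called in both zones by limma. Without wild-type HZ array 1 or 3 the number higher in both was 8. The number lower in both was 3 without wild-type PZ array 1 and 2 without wild-type HZ array 4 or 6 or Ezh1/2 HZ array 5. The paper describes both zones of the same animals, so the lists need not be independent and the expected numbers can be too low. Of 100 relabellings of the animals by number, the real one included, 10 gave as many lower in both. Chance is thus not excluded for Smim31. For the number higher in both the highest other relabelling gave 3.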

Interestingly, the number of genes that were upregulated or downregulated concordantly in both the PZ and HZ was modest (Fig. 5b). Thus, the targets of H3K27 repression appear to depend on the differentiation state of the chondrocytes. 

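A direct test of the difference between the zones found genes with unequal changes. Prdm6, a transcriptional repressor, changed less in the HZ (log2 fold change 0.28) than in the PZ, with an interaction of -0.68 (standard error 0.11, adjusted p = 0.00915 from limma with the animal as a random block). Chrdl2 had 0.13 in the HZ (interaction -1.08, standard error 0.17, adjusted p = 0.00915) and Pappa2 0.20 (interaction -1.42, adjusted p = 0.0236). Otogl, which fell in the PZ, had -0.07 in the HZ (interaction 1.16, standard error 0.19, adjusted p = 0.0169). In the other direction, Cp had a PZ log2 fold change of -0.27 (interaction 1.87, standard error 0.26, adjusted p = 0.00257), Adamts9 -0.37 (interaction 1.52, standard error 0.21, adjusted p = 0.00234) and Ncam1 -0.05 (interaction 1.37, standard error 0.19, adjusted p = 0.00257). Cbln2 had an interaction of -0.91 (adjusted p = 0.0491). In all, 19 probe sets differed between the zones, 7 with a more positive change in the HZ and 12 with a more positive change in the PZ, of 2815 at an unadjusted p under 0.05.
Of the 152 probe sets that rose in the PZ, 135 had a log2 fold change above 0 in the HZ and 45 were higher there at an unadjusted p under 0.05. Their median was 0.82 in the PZ, where they were selected, and 0.34 in the HZ, and 79 had an interaction at an unadjusted p under 0.05. Of the 18 that fell in the PZ, 9 were below 0 in the HZ. Across all probe sets, which are not independent replicates, the fold changes of the zones had a correlation of 0.132 (0.0752 without wild-type HZ array 2). With animals relabelled by their number, 43 of 100 splits, the real one included, gave a correlation as large, and the others had a median of 0.109. The correlation thus does not exceed chance.
The block rests on the number that the labels give to arrays of both zones, and this number is not the animal in every case. Xist, which is expressed from the inactive X chromosome of females, was 3.35 on wild-type PZ array 3 and 10.5 on wild-type HZ array 3, and 11.0 and 3.91 on the arrays numbered 5. Without a block, 5 probe sets were more positive in the HZ and 7 in the PZ. With a fixed block 0 passed in limma, and the adjusted p of Cp, Ncam1 and Chrdl2 was 0.0582, that of Adamts9 0.105, that of Prdm6 0.238 and that of Otogl 0.24, the highest over the alternatives for each. The interactions of Pappa2 and Cbln2 ended too (highest adjusted p over the alternatives 0.118 and 0.24), that of Pappa2 also without wild-type number 1, 2, 3 or 5 or Ezh1/2 number 2, 3, 5 or 6, and that of Cbln2 without a block, with trend and robust moderation and without any number except wild-type number 4. The interaction of Prdm6 also ended without the arrays numbered 2 of wild-type mice or 4 of Ezh1/2 mice, and that of Otogl without wild-type number 2, 3 or 5 or Ezh1/2 number 1, 2 or 4. Leaving out the arrays numbered 4 of Ezh1/2 mice left 4 and 4, and the count more positive in the PZ was 5 without wild-type number 2, 6 without wild-type number 3 or Ezh1/2 number 6 and 7 without wild-type number 5 or Ezh1/2 number 1, 2 or 3. From the small number of genes that changed concordantly in both zones, the paper proposes that the targets of H3K27 repression depend on how far the chondrocytes have differentiated.

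**Figure D3:**
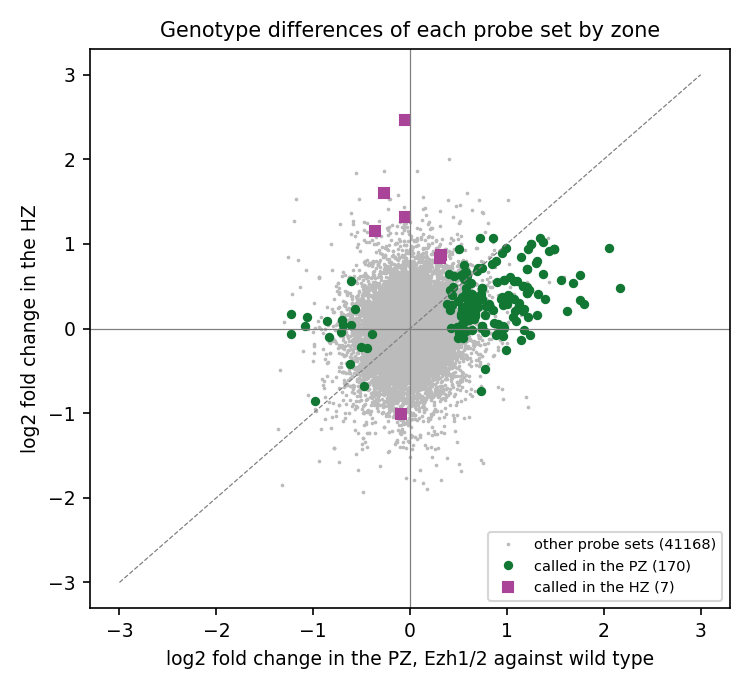
Log2 fold change of each probe set, arrays labelled Ezh1/2 against wild-type arrays, in the PZ (x axis) and in the HZ (y axis). Circles are the 170 probe sets called in the PZ, squares the 7 called in the HZ and grey points all others, and the dashed line marks equal change. Most circles right of 0 lie below the dashed line, and the squares lie near 0 on the x axis.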

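Cdkn2a, which encodes the cell cycle inhibitor p16, rose in the PZ from a log2 level of 3.96 ± 0.12 (SD, n = 6) in wild-type mice to 4.41 ± 0.13 (SD, n = 6) in Ezh1/2 mice, a log2 fold change of 0.45 (standard error 0.08, adjusted p = 0.0356 from limma). Cdkn2b, which encodes the related inhibitor p15, rose from 4.49 ± 0.06 (SD, n = 6) to 4.89 ± 0.11 (SD, n = 6), a log2 fold change of 0.40 (standard error 0.07, adjusted p = 0.0238). For both genes all 6 Ezh1/2 arrays were above all 6 wild-type arrays. In the HZ, Cdkn2a had a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.227) and Cdkn2b 0.64 (standard error 0.20, adjusted p = 0.51). The paper's RT-qPCR, another assay, gives a far larger rise of Cdkn2a in both zones. On the arrays the Cdkn2a probe set is dimmer than the median. That assay gives Cdkn2b as higher mainly in the PZ, while the array estimate was not smaller in the HZ, though it did not pass there.
Igfbp3, which encodes an IGF-binding protein, had HZ levels of 6.10 ± 0.51 (SD, n = 6) on the wild-type arrays and 7.20 ± 0.40 (SD, n = 6) on the arrays labelled Ezh1/2. Its log2 fold change was 1.11 (standard error 0.24, unadjusted limma p = 0.000542), with all 6 arrays labelled Ezh1/2 above all 6 wild-type arrays (exact permutation p = 0.0022, the smallest possible), and did not pass the adjustment over all probe sets (adjusted p = 0.233). Igfbp5 had 4.86 ± 0.54 (SD, n = 6) and 6.72 ± 0.97 (SD, n = 6), a log2 fold change of 1.86 (standard error 0.40, adjusted p = 0.224 from limma, exact permutation p = 0.00649), with 4 of 6 arrays labelled Ezh1/2 above every wild-type array. In the PZ the log2 fold changes were -0.36 for Igfbp3 (adjusted p = 0.833) and -0.27 for Igfbp5 (adjusted p = 0.914). The difference between the zones was 1.47 for Igfbp3 (unadjusted p = 0.000349, adjusted p = 0.167) and 2.12 for Igfbp5 (unadjusted p = 0.00021, adjusted p = 0.15) from limma.
The PZ calls of Cdkn2a and Cdkn2b each ended under 13 of the alternatives tried, with adjusted p ranging from 0.0142 to 0.171 and from 0.0105 to 0.958. They ended without wild-type array 2, 3, 4 or 6 and without Ezh1/2 array 1 or 5 for both genes, without wild-type array 5 and Ezh1/2 arrays 3 and 4 for Cdkn2a and without Ezh1/2 arrays 2 and 6 for Cdkn2b, while with a spread shared by all 24 arrays the adjusted p of Igfbp5 in the HZ was 0.0163 (range over the alternatives 0.0163 to 0.436). Such a shared spread favours calls in the HZ, where the arrays varied more.

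**Figure D4:**
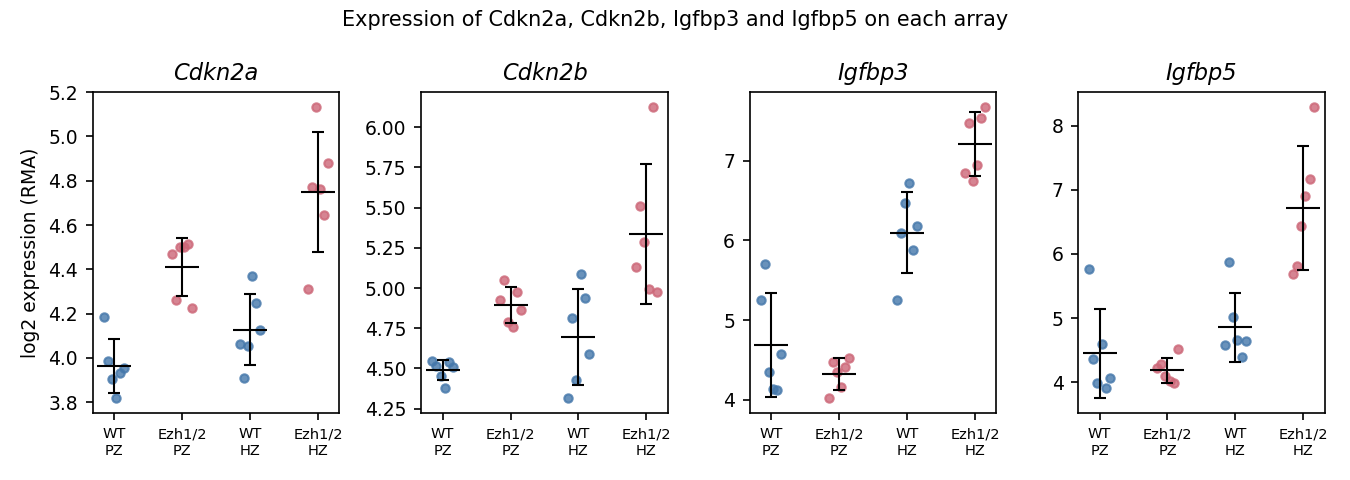
Log2 expression (y axis) of Cdkn2a, Cdkn2b, Igfbp3 and Igfbp5 on each of the 6 arrays of the 4 groups. WT is wild type; black lines are the mean ± SD. The Ezh1/2 PZ points lie above the wild-type PZ points for Cdkn2a and Cdkn2b, and for Igfbp3 the HZ points labelled Ezh1/2 lie above the wild-type HZ points.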

The microarrays results also confirmed the upregulation of Cdkn2a/b in the PZ and the upregulation of Igfbp3/5 in the HZ (Supplementary Data 1 and 2). Next, we used Ingenuity Pathway Analysis to explore additional potential signalling pathways (Fig. 5d). 

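The genes behind the G1/S pathway in the paper's table are Ccnd1, Cdkn2a, Cdkn2b and Smad3. In the PZ of Ezh1/2 mice, 3 of these 4 rose, the cell cycle inhibitors Cdkn2a and Cdkn2b and also Ccnd1, which encodes cyclin D1 and promotes entry into S phase (log2 fold change 0.73, standard error 0.13, adjusted p = 0.0239 from limma). Smad3, a mediator of TGF-β signals, had 0.49 (standard error 0.12, adjusted p = 0.141). All 4 rose when adjusted over the list alone, but the study chose them on these samples, so the count is not independent evidence. Of 7 CDK inhibitors, the 2 in the study's table, Cdkn2a and Cdkn2b, rose (2 higher and 1 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.201). Of 35 genes of the cell cycle itself, 0 passed in limma (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05), with a median log2 fold change of -0.05 and adjusted p = 0.339 for the list. The call of Ccnd1 ended without wild-type array 3, 5 or 6 or Ezh1/2 array 1, 2, 4 or 6 (adjusted p from 0.00619 to 0.678 over the alternatives).
The paper's IGF-1 list in the HZ holds Igfbp3 and Igfbp5, which sequester IGFs, the kinase gene Akt2 (-0.48, adjusted p = 0.412) and the matricellular gene Cyr61 (-0.54, adjusted p = 0.358). Of these 4 genes 0 passed in limma over all probe sets (2 higher and 2 lower when adjusted over the list alone, which is not independent evidence as the study chose them, and likewise at an unadjusted p under 0.05). Of 19 genes of the IGF system, 0 passed in limma (3 higher when adjusted over the list alone, Igf2r, Igfbp3 and Igfbp5, and 5 at an unadjusted p under 0.05). Igf2r, a receptor that clears Igf2, had 1.04 (standard error 0.22, adjusted p = 0.214). This list was higher by camera (adjusted p = 0.000397, and adjusted p = 0.112 with an estimated correlation), a call that also ended without Ezh1/2 HZ arrays 4 and 6, left out after the data were seen for their muscle and fibroblast markers. Across all HZ arrays labelled Ezh1/2, against all wild-type HZ arrays, the means of markers of 8 other cell types were higher. They ranged from 0.025 for osteoblasts and osteocytes to 0.84 for skeletal muscle, with a mean over the 8 of 0.31 (exact permutation p = 0.236).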

As expected, this analysis implicated cell cycle G1/S regulation in the PZ (which includes the upregulation of Cdkn2a/b) and implicated IGF signalling in the HZ (which includes the upregulation of Igfbp3/5). In addition, the analysis implicated Wnt/β-catenin and glucocorticoid receptor signalling in the PZ and thyroid hormone receptor and retinoid signalling in the HZ, all of which are thought to play important roles in the regulation of growth plate chondrocytes (Fig. 5d; Supplementary Data 3 and 4).

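The paper's Wnt/β-catenin list held 10 genes in the PZ, of which 7 rose in Ezh1/2 mice. Beside Lef1, Ccnd1 and Cdkn2a these were the ligand gene Wnt5a (log2 fold change 0.77, standard error 0.11, adjusted p = 0.00873 from limma), Frzb, a secreted Wnt antagonist (1.14, standard error 0.18, adjusted p = 0.0114), the effector Tcf7l2 (0.55, standard error 0.10, adjusted p = 0.0374) and the G protein gene Gnao1 (0.67, standard error 0.09, adjusted p = 0.00658). All 10 rose when adjusted over the list alone, which is not independent evidence, since the study chose them on these samples. Of 65 genes of a wider Wnt list, 10 of them in the study's table, 6 rose and 0 fell in limma (14 rose when adjusted over the list alone, and 20 were higher and 1 lower at an unadjusted p under 0.05). Among them was Apcdd1, another Wnt inhibitor (0.78, standard error 0.13, adjusted p = 0.0171). The wider list had adjusted p = 2.41e-06 by camera, and adjusted p = 0.0107 with an estimated correlation. Since it holds genes of the study's table, this does not exclude chance.
Of the 8 genes in the paper's glucocorticoid receptor list, 2 rose in the PZ, the kinase gene Mapk13 (0.75, standard error 0.11, adjusted p = 0.00783) and the apoptosis inhibitor Bcl2 (0.53, standard error 0.10, adjusted p = 0.0455, with 0.52 and adjusted p = 0.237 for its other probe set). The probe set that the study's table gives as the kinase gene Jak3, and the annotation as Jak3 and Insl3, had 0.63 (adjusted p = 0.135), Nfatc4 0.46 (adjusted p = 0.125), and the transcription machinery genes Gtf2f2 and Taf5l had -0.47 (adjusted p = 0.194) and -0.53 (adjusted p = 0.158, in a probe set named by the study's table alone). When adjusted over the list alone, 6 were higher and 2 lower, again in a list chosen on these samples and so not independent evidence. Of 18 known transcriptional targets of the receptor, 0 passed in limma (0 when adjusted over the list alone, and 1 higher and 2 lower at an unadjusted p under 0.05), and the list had adjusted p = 0.866.
In the HZ, 0 of the 5 genes in the paper's thyroid hormone receptor list passed in limma. The calcineurin regulator Rcan2 had 0.73 (adjusted p = 0.186), the coactivator Ppargc1a 0.78 (adjusted p = 0.196) and the receptor gene Thrb -0.40 (adjusted p = 0.441), beside Slc2a1 and Akt2. Of the 5, 2 were higher and 3 lower when adjusted over the list alone and at an unadjusted p under 0.05. Of 6 genes in the retinoid list, 0 passed in limma (5 higher and 1 lower when adjusted over the list alone and at an unadjusted p under 0.05). The chromatin remodelling genes Smarca2 and Smarcd1 had 0.48 (adjusted p = 0.2) and 0.47 (adjusted p = 0.432, and -0.30 for its other probe set), and the BMP inhibitor Smad6 had 0.64 (adjusted p = 0.369). Both lists were chosen by the study on these samples and are not independent evidence. Wider lists of 15 thyroid hormone genes, 4 of them in the study's table, and 20 retinoid genes, 0 of them in it, did not pass in the HZ (adjusted p = 0.642 and 0.787), with 0 of their members passing in limma (2 higher and 3 lower thyroid hormone genes and 0 retinoid genes when adjusted over the list alone, and 2 higher and 4 lower, and 1 higher and 1 lower, at an unadjusted p under 0.05). The call of Tcf7l2 ended without 9 single arrays, wild-type arrays 1, 2, 3, 4 and 6 and Ezh1/2 arrays 1, 2, 3 and 4 (highest adjusted p 0.387), that of Bcl2 without any single array except Ezh1/2 array 6 (highest adjusted p 1), and that of Apcdd1 without wild-type array 3 (adjusted p from 0.0016 to 0.0953 over the alternatives). The call of Frzb ended with a spread shared by all 24 arrays, in an unmoderated test, in a two-way analysis of variance and without 2 PZ arrays that cluster apart, left out after the data were seen (highest adjusted p 0.31), and that of Mapk13 with the replicate number as a block and in the analysis of variance (highest adjusted p 0.0819).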

## Discussion

Recent human genetic findings indicate that epigenetic modifications, including histone methylation, are important regulators of skeletal growth. However, the mechanisms remain largely unknown. In the current study, we showed that the combined loss of histone methyltransferases Ezh1 and Ezh2 in cartilage resulted in a loss of PRC2 methyltransferase activity in the growth plate and a severe impairment in longitudinal bone growth. The deficient skeletal growth was attributable to a reduction in both of its principal determinants^14^, growth plate chondrocyte proliferation and hypertrophy. We then went on to elucidate the molecular mechanisms responsible for these cellular effects.

In the PZ, we found that Ezh1/2 normally promotes proliferation in part by repressing CDK inhibitor Cdkn2a/p16^INK4a^ and Cdkn2b/p15^INK4b^ (encoded by *Cdkn2a* and *Cdkn2b*; Fig. 6). The *INK4B-ARF-INK4A* locus has previously been shown to be a key target of Ezh2 in other cells, including epidermal stem cells^11^, pancreatic beta cells^21^, muscle satellite cells^22^, haematopoietic stem cells^23^ and numerous cancer cells^24^,^25^. The PRC2 binds to this genomic locus to initiate H3K27 trimethylation and transcriptional silencing of these CDK inhibitors, which in turn helps promote cell cycle progression and cell proliferation^15^.

In the HZ, we found that Ezh1/2 normally promotes cell hypertrophy by repressing the expression of Igfbp3 and 5 (Fig. 6). Downregulation of Igfbp3 and 5 by Ezh2 has also been observed in other cell types^26^,^27^,^28^. These extracellular proteins bind IGF-I and -II, decreasing their ability to interact with the insulin-like growth factor I receptor, which is required for normal chondrocyte hypertrophy. Thus, by downregulating Igfbp3 and 5 expressions, Ezh1/2 allows active IGF signalling and consequently chondrocyte hypertrophy.

Our findings also reveal that Ezh1 and 2 possess compensatory methyltransferase activity in the growth plate. The presence of any one wild-type allele of either Ezh1 or 2 (such as Col2-cre Ezh1^−/−^ Ezh2^+/fl^ and Col2-cre Ezh1^+/−^ Ezh2 ^fl/fl^) is sufficient to maintain H3K27 methylation and normal longitudinal bone growth. This functional redundancy has also been observed in hepatocytes but is not universal; loss of Ezh2, but not Ezh1, causes embryonic lethality^29^. The ability of each methyltransferase to compensate for the other in a specific tissue likely depends on expression levels of the two genes in that tissue^30^ and on functional differences between the two enzymes^30^.

Our observations also provide interesting insights into the pathophysiology of Weaver syndrome, which can be caused by heterozygous missense mutation in *EZH2* (refs 6, 7). Our data suggest that the mutations causing Weaver syndrome are not simple loss-of-function mutations because, in mice, heterozygous—or even homozygous—loss-of-function mutations in *Ezh2* do not have a skeletal phenotype unless *Ezh1* is also ablated. Furthermore, individuals with Weaver syndrome show tall stature due to increased skeletal growth, whereas, in mice, deletion of Ezh1/2 leads to diminished skeletal growth. Although these apparent discrepancies could be due to species differences, our data suggest that Weaver mutations may cause a gain-of-function of the PRC2. This possible explanation is not supported by a recent study^31^ showing evidence that Weaver mutations impaired methyltransferase activity *in vitro*. However, EZH2 catalyses three sequential methyltransferase reactions at H3K27 to produce H3K27me3, and mutations can cause complex effects on substrate preference, which, in combination with wild-type enzyme from the other allele, may produce hypertrimethylation^32^. Therefore, full assessment of the functional consequences of *EZH2* mutations is complex. Thus, the molecular pathophysiology of *EZH2* mutations in Weaver syndrome requires further investigation.

Several prior studies have investigated the role of Ezh2 and H3K27 methylation in growth plate chondrogenesis. Dudakovic *et al*.^33^ studied a mouse with Ezh2 ablated in uncommitted mesenchymal cells. Thus, their model differed from ours in that the loss of Ezh2 occurred earlier in cell differentiation and Ezh1 was left intact. They observed shortened long bones and vertebrae, reduced HZ height and overall growth plate height. Zhang *et al*.^34^ studied Jmjd3, which encodes an H3K27me3 demethylase, and found that ablation of the gene in mice decreases proliferation and delays hypertrophy of chondrocytes, indicating that increased H3K27 methylation, like the decreased methylation in the current study, can severely impair endochondral bone formation. Very recently, Mirzamohammadi *et al*.^35^ described a mouse with cartilage-specific loss of Eed, which like Ezh2, is a component of the PRC2 that catalyses the trimethylation of H3K27. These mice showed the effects similar to Ezh1/2 mice with kyphosis, decreased chondrocyte proliferation, accelerated hypertrophic differentiation and cell death with reduced Hif1a expression. Their study focused on the roles of excessive Wnt and TGF-β signalling.

In conclusion, our findings indicate that histone methyltransferases Ezh1 and 2 are jointly required for normal skeletal growth. Ablation of both genes in growth plate inhibits both chondrocyte proliferation and hypertrophy. The effect of the PRC2 on proliferation appears to be mediated in part by silencing of Cdkn2a and 2b expression, whereas the effect on cell hypertrophy is mediated, at least in part, by silencing of Igfbp3 and 5 expression, thus augmenting Igf availability.

## Methods

### Animals

All animal procedures were approved by the National Institute of Child Health and Human Development Animal Care and Use Committee. Col2-cre mice were kindly provided by Dr Susan Mackem from the National Cancer Institute, Frederick, Maryland. Ezh1 knockout and Ezh2 flox mice^29^ were kindly provided by Dr Lothar Hennighausen from the National Institute of Diabetes and Digestive and Kidney Diseases, Bethesda, Maryland. The three lines of mice were crossed to obtain Col2-cre Ezh1 ^−/−^ Ezh2^+/fl^. These mice, on a mixed background, were then mated to generate mice wild type, heterozygous and homozygous for the Ezh2 flox allele. In addition, C57BL/6 mice were obtained from Charles River Laboratory. A combination of male and female mice was used in our experiments.

### Whole-mount preparation

Whole-mount staining of bone and cartilage with Alizarin red and Alcian blue was performed as previously described^36^. Briefly, after removing skins, internal organs and adipose tissue, the mouse body was fixed in 95% ethanol (overnight), followed by acetone (overnight) and stained with Alcian blue solution (0.03% (w/v)). Specimens were then destained by 70% ethanol and 95% ethanol (overnight), and pre-cleared with 1% KOH solution. Specimens were then stained with Alizarin red (0.005% (w/v)) for 2 h before destaining in 1% KOH solution. Specimens were then stored in 100% glycerol.

### Growth plate dissection

After mice were killed, distal femur and proximal tibial epiphyses were excised. For LCM, cartilage was embedded in optimum cutting temperature compound (Electron Microscopy Sciences, Hatfield, PA), frozen on dry ice and stored at –80 °C. LCM of growth plate cartilage was performed as previously described^37^. For histology and immunostaining, cartilage was fixed overnight in 2% (w/v) paraformaldehyde and 0.2% (v/v) glutaraldehyde at 4 °C and decalcified in 10% (w/v) EDTA and 0.5% (w/v) paraformaldehyde, pH 7.4. Samples were then embedded in paraffin for sectioning. Histological sections, included Masson’s trichrome- and Alcian blue-stained sections, were prepared by Histoserv (Germantown, MD).

### Growth plate quantitative histology

Histological evaluations were performed on Masson's trichrome-stained proximal tibia sections, visualized using a ScanScope CS digital scanner (Aperio Technologies, Inc) under bright-field microscopy. All histological measurements were performed in the central two-third of the proximal tibia growth plate sections. Heights were measured parallel to the chondrocyte columns. Column density was calculated as the number of columns per 500 μm growth plate width. Hypertrophic chondrocytes were operationally defined by a height ≥10 μm (ref. 38). The terminal hypertrophic chondrocyte was defined as the cell in the last lacuna that was not invaded by metaphyseal blood vessels. For each growth plate section, we performed at least three measurements of PZ height, HZ height and terminal hypertrophic cell height. For terminal hypertrophic cell height, the height of the lacunae, which reflects the actual hypertrophic chondrocytes height before cells condense during tissue fixation and processing, were measured. We also counted the number of proliferative and hypertrophic cells in at least three intact columns from each growth plate section. For each animal, averages were taken on a total of at least 24 different measurements from eight growth plate sections.

### BrdU staining

The proliferation rate was determined by 5-bromo-2-deoxyuridine (BrdU) staining. BrdU was injected (0.1 mg g^−1^ body mass intraperitoneal, Sigma-Aldrich, St Louis, MO) 2 h before mice were killed, and the growth plates were dissected, fixed and decalcified. Samples were embedded in paraffin, and 10 μm sections were mounted on Superfrost Plus slides. BrdU labelling was detected by immunohistochemistry using the BrdU *In Situ* Detection kit (BD Biosciences, San Jose, CA) and counter-stained with methyl green. BrdU-positive cells were counted in the centre two-third of the growth plate PZ, and divided by the number of proliferative columns in the counted area.

### Immunostaining

Growth plate sections were baked at 65 °C for 1 h, deparaffinized in xylene, rehydrated through ethanol series (100, 100, 95 and 70%) and rinsed with PBS. For all antibodies except Igfbp5, antigen retrieval was performed using proteinase K (100 μg ml^−1^ in PBS) for 30 min at room temperature. For Igfbp5, heat-induced epitope retrieval with an alkaline buffer (10 mM Tris, 1 mM EDTA, 0.05% Tween-20, pH 9.0) was used. Endogenous peroxidase activity was blocked by 3% H_2_O_2_. Staining was performed using anti-Ezh1 (abcam, ab13665, 1:100), anti-Ezh2 (Millipore, 07-689, 1:1,000), anti-H3K27me3 (Millipore, 07-449, 1:1,000), anti-H3K27me2 (Millipore, 07-452, 1:1,000), anti-collagen X (abcam, ab58632, 1:1,000), anti-Cdkn2a (abcam, ab54210. 1:1,000), anti-Cdkn2b (Origene, TA312926, 1:100), anti-Igfbp3 (LifeSpan BioSciences, LS-C407922, 1:200) and anti-Igfbp5 (Thermo Scientific, PA5-37369, 1:50) antibodies, with a VECTASTAIN ABC kit (Vector Laboratories, Burlingame, CA) followed by the DAB Substrate kit (Vector Laboratories) according to the manufacturer’s instructions. Sections were mounted without counterstaining or counter-stained with methyl green.

### *In situ* hybridization

*In situ* hybridization was performed as described previously^39^. Briefly, riboprobes were generated by PCR using mouse growth plates cDNA as template and with primers that contained SP6 promoter (primer sequence for probe provided upon request). Single stranded digoxigenin-labelled riboprobes for *in situ* hybridization were transcribed using the DIG RNA Labelling Kit (Roche Diagnostics) following the manufacturer’s protocol. Riboprobes were purified by Micro Bio-Spin Columns P-30 Tris RNase free (Bio-Rad), followed by alkaline hydrolysis for 30 min. Paraffin-embedded sections of epiphyseal cartilage from 1-week-old mice were hybridized to digoxigenin-labelled riboprobes. For detection, tissue sections were incubated with anti-digoxigenin alkaline phosphatase Fab fragments (Roche) for 2 h at room temperature and treated with NBT/BCIP (Sigma) in the dark until a colorimetric change was detected. Sections were counter-stained with 10% eosin and visualized using a ScanScope CS digital scanner (Aperio Technologies, Inc) under bright-field microscopy.

### Chondrocyte isolation and culture

Proximal tibias and distal femurs were dissected from 1-week-old mice aseptically and digested in 0.3% collagenase type I (Sigma-Aldrich) in DMEM/F12 medium. The released cells were resuspended and cultured in DMEM/F12 medium (Invitrogen) supplemented with 10% fetal bovine serum (FBS), 1% penicillin (100 U ml^−1^)/streptomycin (100 μg ml^−1^), 50 μg ml^−1^ ascorbic acid in a humidified incubator at 37 °C, 5% CO_2_. For treatment with Ezh1/2 inhibitor, dimethylsulphoxide (DMSO) or UNC1999 (2 μM final concentration, Sigma-Aldrich) were added to culture medium 16 h after plating.

### Proliferation assessment by ^3^H-thymidine uptake

Twenty-four hours after 2 × 10^5^ chondrocytes were plated per well in 12-well plates, cells were incubated with 1 ml of fresh culture medium containing 1 μCi of ^3^H-thymidine (63 Ci mmol^−1^, MP Biomedicals, Santa Ana, CA) for 16 h, and then vigorously washed three times with PBS. Chondrocytes were detached by collagenase digestion (0.3%, 30 min) and radioactivity was measured by liquid scintillation counting.

### Transfection of chondrocytes with siRNA

Forty hours after 1 × 10^5^ chondrocytes were plated per well in 12-well plates, hyaluronidase (5 U ml^−1^, Sigma-Aldrich) was added to the cultured cells for 6 h. One hour before transfection, cells were washed once in PBS and changed to DMEM/F12 medium without antibiotics. Negative control siRNA or siRNA against Cdkn2a (Life Technologies, s63820) and/or Cdkn2b (Life Technologies, s63823) were transfected (40 pmol per reaction) into chondrocytes using Lipofectamine 2000 (Life Technologies) following the manufacturer’s standard protocol. Cells were changed back to regular culture medium 16 h post transfection. For treatment with Ezh1/2 inhibitor, DMSO or UNC1999 (2 μM final concentration, Sigma-Aldrich) was also added to culture medium 16 h post transfection, and proliferation or RNA extraction was performed a further 24 h afterwards.

### Chondrocyte pellet culture

Primary chondrocytes isolated from 1-week-old mice as described above were centrifuged in a 15 ml Falcon polypropylene conical tube (Corning, Tewksbury MA) for 10 min at 400 g to form chondrocyte pellets (2.4 × 10^5^ chondrocytes per pellet). Pellets were cultured in a humidified incubator at 37 °C, 5% CO_2_. In the first 16 h, pellets were maintained in 500 μl regular culture medium (with 10% FBS), before switching to 500 μl culture medium with reduced FBS (DMEM/F12, 0.1% FBS, 1% Pen/Strep, 50 μg ml^−1^ ascorbic acid) afterward. Medium was refreshed every other day. For treatment with Ezh1/2 inhibitor, DMSO or UNC1999 (2 μM final concentration, Sigma-Aldrich) was also added 16 h after pellet formation, and refreshed every other day.

### Metatarsal culture

Mouse metatarsal culture was performed as previously described^20^. Briefly, the middle three metatarsals were aseptically dissected from wild-type C57BL/6 mice. Bones were maintained in 500 μl α-MEM medium supplemented with 0.2% bovine serum albumin, 0.1 mM β-glycerophosphate, 50 μg ml^−1^ ascorbic acid, 1% Pen/Strep and 0.1% Fungizone. Bone were kept individually in 24-well plates in a humidified incubator at 37 °C, 5% CO_2_, for 3 days, medium was refreshed on day 2 of culture. DMSO, UNC1999 (2 μM), recombinant mouse Igf1 (100 ng ml^−1^, R&D systems, Minneapolis, MN), recombinant mouse Igfbp3 (50 nM, R&D systems) and/or recombinant mouse Igfbp5 (50 nM, R&D systems) were added at the beginning of culture and refreshed on day 2. Hypertrophic cell size in metatarsal bones was determined taking an area of 100 μm × 100 μm at the centre of the HZ, and measuring and averaging the height of every cell within the area.

### Western blot

Protein was isolated from cultured chondrocytes using RIPA buffer supplemented with proteinase inhibitor cocktail (Sigma-Aldrich). Western blotting was performed as previously described^40^, using anti-Cdkn2a (abcam, ab189034, 1:1,000), anti-Cdkn2b (Origene, TA312926, 1:1,000) and anti-Gapdh (abcam, ab9485, 1:5,000).

### RNA extraction and purification

For monolayer chondrocytes, RNA was extracted using an RNeasy Mini kit (Qiagen, Valencia, CA). For LCM-dissected growth plate samples, RNA was extracted using a PicoPure RNA Isolation kit (Applied Biosystems). For chondrocyte pellets and metatarsal growth plates, RNA was extracted using a guanidinium isothiocyanate solution, followed by proteinase K digestion and phenol/chloroform extraction, as previously described^41^. All RNA samples had a 260/280 nm ratio between 1.8 and 2.1. RNA integrity was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and only high-quality RNA (RIN>8) was used for real-time reverse transcription–PCR.

### Quantitative real-time reverse transcription–PCR

Real-time PCR was used to assess messenger RNA levels in different zones of the growth plate and chondrocytes in different conditions. Total RNA (50–500 ng) was reverse-transcribed using SuperScript IV Reverse Transcriptase (Invitrogen). Quantitative real-time PCR was performed as previously described^42^.

### Chromatin immunoprecipitation assay

ChIP was performed in mouse chondrocytes as previously described^42^ with the following modifications; genomic DNA shearing was performed using the Covaris TruChIP non-ionic Chromatin Shearing kit (Covaris Inc, Woburn, MA) and sonication was performed using the Covaris S2 Ultrasonic System (Covaris Inc). Rabbit polyclonal antibodies against H3K27me3 (Millipore, 07-449) or IgG (Millipore, PP64) as a negative control were used for immunoprecipitation. After ChIP, the recovered DNA was analysed by real-time PCR using primers specific to regions close to transcription start sites of Cdkn2a, Cdkn2b, Igfbp3, Igfbp5 and Gapdh as a negative control, and normalized to the starting DNA (Input). The following primer sequences were used: Cdkn2a, 5′-GTCCGATCCTTTAGCGCTGTT-3′, 5′-AGCCCGGACTACAGAAGAGATG-3′; Cdkn2b, 5′-CGACGGGAGGCAGGTTTT-3′, 5′-CAATCTAGTGCCGAGGGATGTT-3′; Igfbp3, 5′-GCAGATGCGTCCGCTAAAA-3′, 5′-TACGTCGTTGCACTTTCCCAG-3′; Igfbp5, 5′-CTTTCCGTACATTCCGTGAGG-3′, 5′-AAGGATGCCAAGGAGCTTTG-3′; Gapdh, 5′-CATCTTCTTGTGCAGTGCCAG-3′, 5′-AGCATCCCTAGACCCGTACAGT-3′; Collagen X, 5′-CTTGCTAGCCCCAAGACACAA-3′, 5′-CCATGCATCATTCCGCTGTAC-3′; and Ihh, 5′-TCCTGACAAGGCTACATTGCC-3′, 5′-ACCCGAAAGCTGGAGGTCATT-3′.

### Microarray analysis

For each animal, total RNA from the PZ or HZ (*n*=6 each) was amplified using the WT-Ovation Pico RNA Amplification System (NuGEN, San Carlos, CA) following the manufacturer’s protocol, and hybridized to Affymetrix Mouse Gene 2.0 ST Array (Affymetrix). Each array represents a single zone from a single animal and a total of six wild-type and six Ezh1/2 mice were used (three males and three females each, all at 3 days old). Affymetrix CEL files were imported into Partek Genomics Suite 6.6 (Partek Inc., St Louis, MO) using the Partek default normalization parameters. Probe-level data were pre-processed, including background correction, normalization and summarization, using robust multi-array average analysis, and log2-transformed. Canonical signalling pathway analysis was performed using Ingenuity Pathways Analysis Software (Ingenuity Systems Inc., Redwood City, CA) and heatmap with two-way hierarchical clustering were constructed using JMP 11 software (SAS Institute Inc., Cary, NC).

### Statistical analyses

Data are presented as mean±s.e.m. All statistical analyses were performed in SigmaPlot 11. One-way analysis of variance was used when measuring the effect of a single factor, such as the effect of UNC treatment. Two-way analysis of variance was used when the effect of more than one factors were being assessed. *P* values were corrected for multiple comparisons, whenever applicable, using the Holm–Sidak method.

### Data availability

Micoarray data that support the findings of this study have been deposited in GEO with the primary accession code GSE84198. The data that support the findings of this study are available from the corresponding author on request.

## Additional information

**How to cite this article:** Lui, J. C. *et al*. EZH1 and EZH2 promote skeletal growth by repressing inhibitors of chondrocyte proliferation and hypertrophy. *Nat. Commun.* **7**, 13685 doi: 10.1038/ncomms13685 (2016).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures 1-11 and Supplementary Table 1.

Supplementary Data 1 Transcripts significantly up- or down-regulated in PZ of Ezh1/2 mice compared to wildtype.

Supplementary Data 2 Transcripts significantly up- or down-regulated in HZ of Ezh1/2 mice compared to wildtype.

Supplementary Data 3 Canonical Signaling Pathway implicated in genes up- or down-regulated in PZ of Ezh1/2 mice.

Supplementary Data 4 Canonical Signaling Pathway implicated in genes up- or down-regulated in HZ of Ezh1/2 mice.

Peer Review File

## Figures and Tables

**Figure 1:**
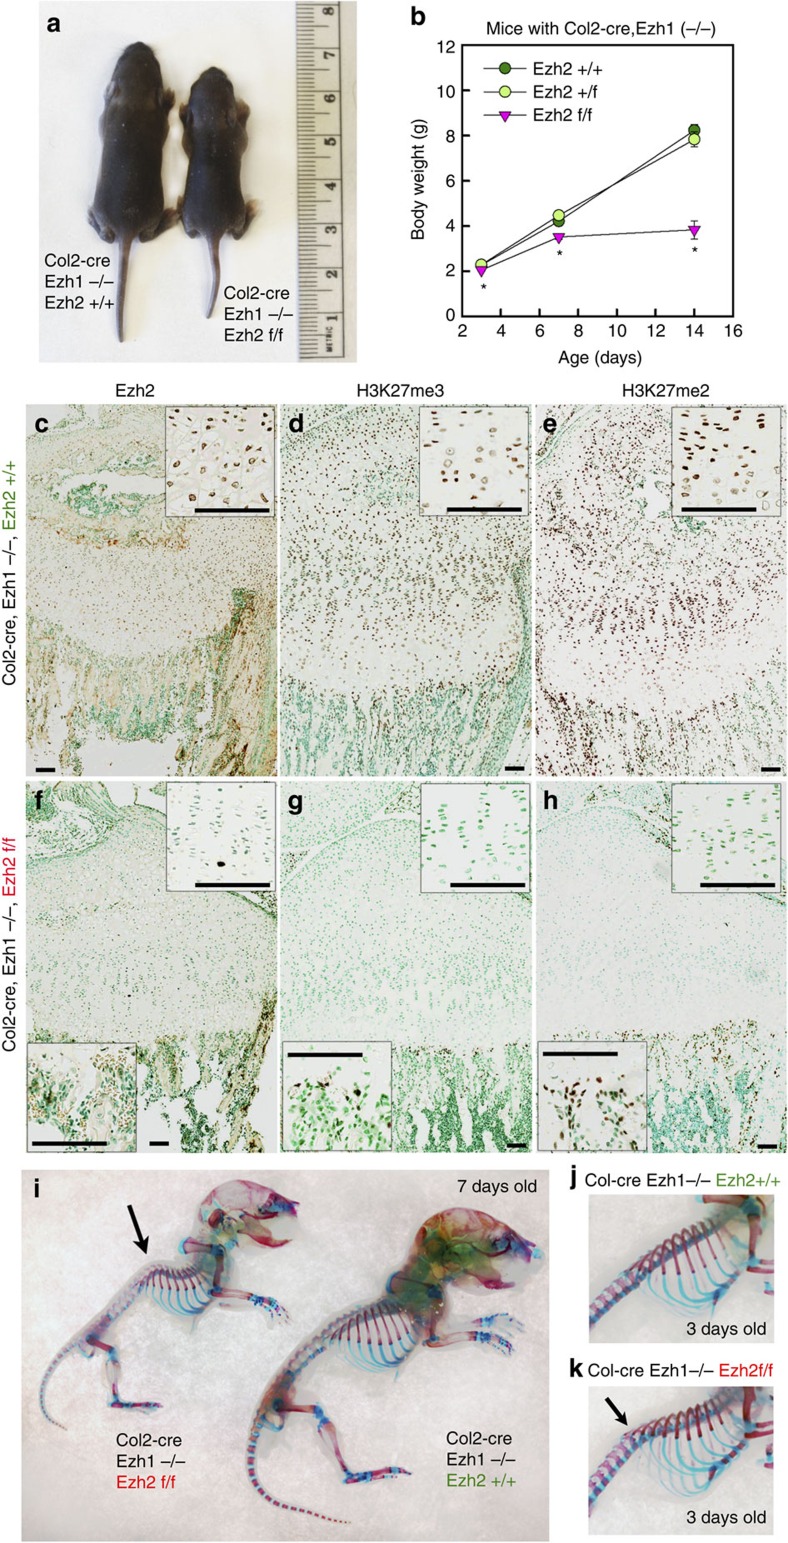
Ezh1/2 mice show growth retardation. (**a**) One-week-old littermates of Ezh2 wild-type (Col2-cre, Ezh1−/−, Ezh2+/+) and Ezh1/2 knockout (Col2-cre, Ezh1−/−, Ezh2f/f) mice. (**b**) Growth curve of Ezh2 wild-type, cartilage-specific heterozygotes and cartilage-specific knockout mice, all with Ezh1−/− background. *P<0.05 versus both wild type and heterozygotes within the same age group. (**c**–**h**) Proximal tibial growth plates of Ezh1−/− 1-week-old mice with cartilage-specific knockout for Ezh2 (**d**,**f**,**h**) or wild type for Ezh2 (**c**,**e**,**g**) immunostained (brown colour) for Ezh2 (**c**,**d**), H3K27me3 (**e**,**f**) and H3K27me2 (**g**,**h**). Higher-magnification images of growth plate chondrocytes and spongiosa osteoblasts (for Ezh2f/f) were included to better illustrate the presence or absence of signal. (**i**–**k**) Whole-mount staining of Ezh1−/− mice with cartilage-specific knockout for Ezh2 or wild type for Ezh2 7 days (**i**) and 3 days (**j**,**k**) of age, stained for bone (Alizarin red) and cartilage (Alcian blue). Arrow indicates abnormal spinal curvature. Error bars, ±s.e.m. Scale bars, 100 μm.

**Figure 2:**
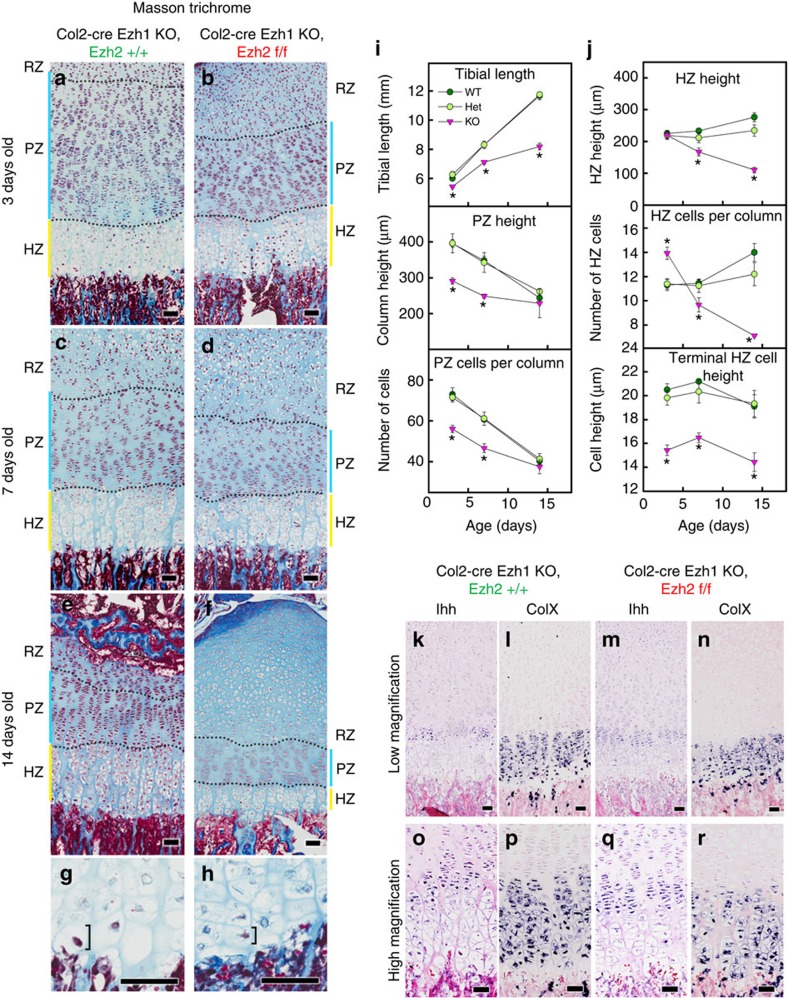
Quantitative histology of proximal tibial growth plate. (**a**–**f**) Histological sections of proximal tibias of Ezh1−/− mice with cartilage-specific knockout for Ezh2 (**b**,**d**,**f**) or wild type for Ezh2 (**a**,**c**,**e**) at 3 days (**a**,**b**), 1 week (**c**,**d**) and 2 weeks (**e**,**f**) of age. HZ, hypertrophic zone (yellow bars); PZ, proliferative zone (blue bars); RZ, resting zone. (**g**,**h**) Higher magnification of hypertrophic chondrocytes of Ezh1−/− mice that are wild type (**g**) or with cartilage-specific knockout for Ezh2 (**h**) at 3 days old to illustrate the difference in terminal hypertrophic cell height (bracket). (**i**,**j**) Quantitative histological measurements of tibial length, PZ height and number of cells per proliferative column (**i**), and HZ height, number of cells per hypertrophic column and terminal hypertrophic cell height (**j**) in Ezh1−/− mice that are wild type (WT, *N*=6), heterozygous (Het, *N*=6) or with cartilage-specific knockout (KO, *N*=8) for Ezh2. *P<0.05 versus both WT and Het within the same age group. (**k**–**r**) *In situ* hybridization of Ihh (**k**,**m**,**o**,**q**) and ColX (**l**,**n**,**p**,**r**) of proximal tibias of Ezh1−/− mice with cartilage-specific knockout for Ezh2 (**m**,**n**,**q**,**r**) or wild type for Ezh2 (**k**,**l**,**o**,**p**) at 1 week of age. Error bars, ±s.e.m. Scale bars, 50 μm.

**Figure 3:**
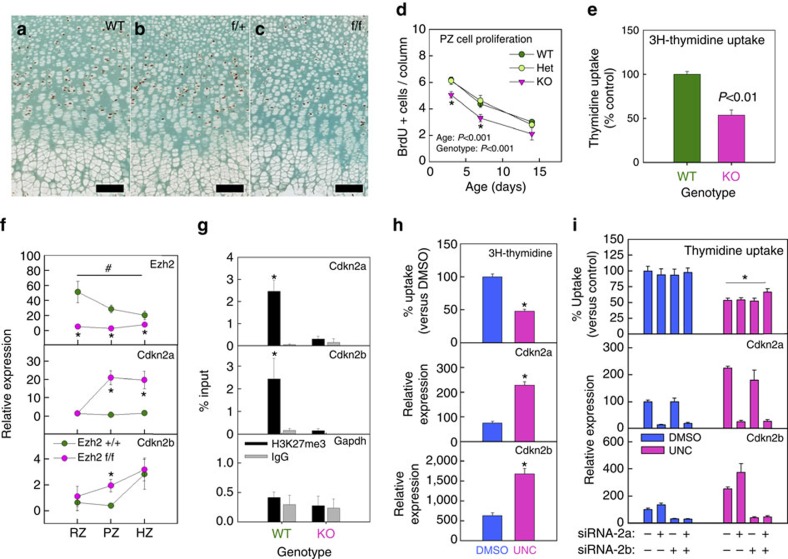
Cdkn2a/b upregulation contributed to defects in chondrocyte proliferation. (**a**–**c**) BrdU staining of 1-week-old proximal tibial growth plate from Ezh1−/− mice that are wild type (WT) (**a**), heterozygous (**b**) or homozygous (**c**) for cartilage-specific Ezh2 knockout. (**d**) Number of BrdU-positive cells per proliferative column in proximal tibial growth plates of 3-day-, 1-week- and 2-week-old Ezh1−/− mice that are WT (*N*=6), heterozygous (HET, *N*=6) or homozygous (KO, *N*=8) for cartilage-specific Ezh2 knockout. *P<0.05 versus both WT and Het within the same age group. (**e**) Tritiated thymidine uptake by monolayer primary chondrocytes, isolated from 1-week-old Ezh1−/− mice that are WT (*N*=6) or homozygous (KO, *N*=8) for cartilage-specific Ezh2 knockout (E). (**f**) Relative expression of Ezh2, Cdkn2a and Cdkn2b in different zones (RZ, PZ and HZ) isolated from proximal tibial growth plates of 3-day-old Ezh1−/− that are WT (Ezh2+/+) or homozygous (Ezh2 fl/fl) for cartilage-specific Ezh2 knockout. Tissue was isolated by LCM and messenger RNA measured by quantitative real-time PCR; #*P*<0.05 across zones in Ezh2 WT; *P<0.05 between Ezh2 WT and Ezh1/2 knockout within the same zone. (**g**) Chromatin immunoprecipitation (ChIP) with H3K27me3 antibody (or IgG), followed by real-time PCR to compare levels of histone modification near transcription start site of Cdkn2a, Cdkn2b and Gapdh, between chondrocytes isolated from 1-week-old Ezh1−/− mice that are WT or homozygous (KO) for cartilage-specific Ezh2 knockout. *P<0.05, WT H3K27me3 versus KO H3K27me3. (**h**) Tritiated thymidine uptake and Cdkn2a and Cdkn2b expression (by real-time PCR), in monolayer primary chondrocytes isolated from 1-week-old WT mice, treated with Ezh1/2 inhibitors (UNC) or DMSO; *P<0.05, *N*=6. (**i**) Similar experiment as in **h**, except that chondrocytes were treated with siRNA against Cdkn2a and/or Cdkn2b (or scrambled siRNA) before Ezh1/2 inhibition; *P<0.05, *N*=6. Error bars, ±s.e.m. Scale bars, 100 μm.

**Figure 4:**
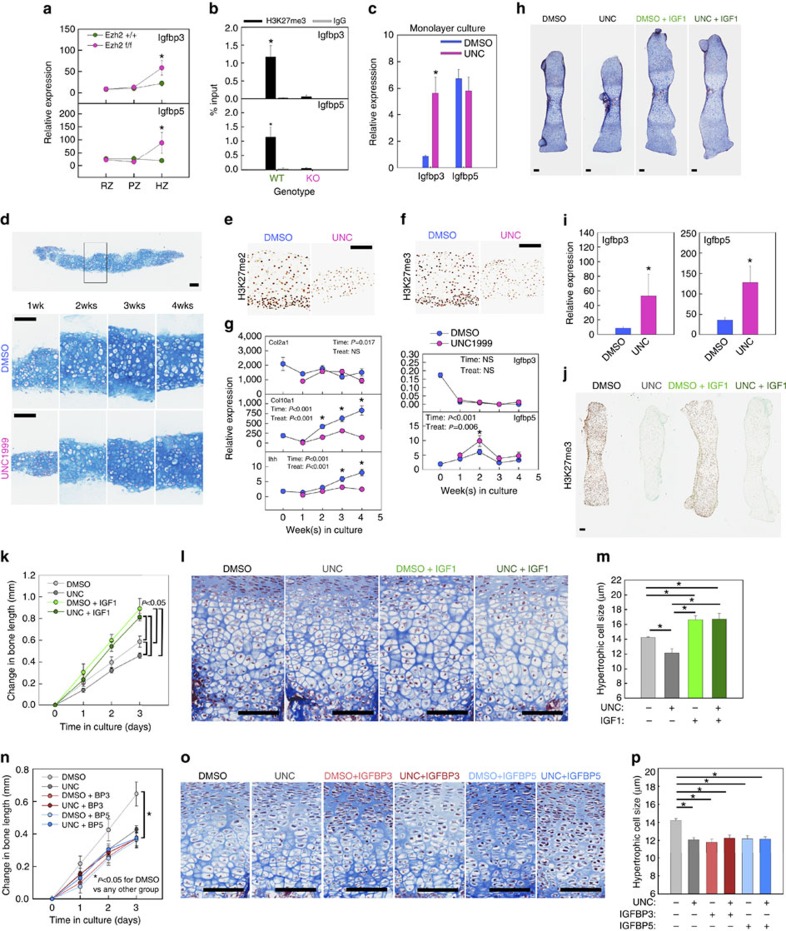
Igfbp3/5 upregulation contributed to defects in chondrocyte hypertrophy. (**a**) Relative expression of Igfbp3 and 5 in different zones (RZ, PZ and HZ) isolated from proximal tibial growth plates of 3-day-old Ezh1/2 or wild-type mice. Tissue was isolated by laser capture microdissection, and messenger RNA levels were measured by real-time PCR; *P<0.05 between Ezh1/2 or wild-type mice within the same zone (*N*=6). (**b**) ChIP with H3K27me3 antibody (or IgG), followed by real-time PCR to compare levels of H3K27me3 near transcription start site of Igfbp3 and Igfbp5, in chondrocytes isolated from 1-week-old Ezh1/2 or wild-type mice. *P<0.05 between Ezh1/2 or wild-type mice for H3K27me3 (*N*=6). (**c**) Relative expression of Igfbp3 and Igfbp5 in monolayer primary chondrocytes isolated from 1-week-old wild-type mice treated with an Ezh1/2 inhibitor (UNC) or vehicle (DMSO). *P<0.05 (*N*=6). (**d**) Top panel: Alcian blue-stained histological section of a chondrocyte pellet cultured for 1 week. Middle and bottom panels: higher magnification of DMSO-treated pellets (middle panel) or UNC-treated pellets (bottom panel) at different time points. (**e**,**f**) Histological sections of pellet treated with DMSO or UNC for 1 week, immunostained (brown colour) for H3K27me2 (**e**) or H3K27me3 (**f**). (**g**) Relative expression of Col2a1, Col10a1, Ihh, Igfbp3 and Igfbp5 in chondrocyte pellets treated with DMSO or UNC at different time points. *P* values, two-way analysis of variance for the effect of time in culture and UNC treatment. *P<0.05 between DMSO and UNC treated at a particular time point (*N*=6). (**h**) Histological sections of cultured fetal mouse metatarsal bones treated with DMSO or UNC, with or without IGF-I. (**i**) Relative expression of Igfbp3 and Igfbp5 in metatarsal whole growth plate from **h**. *P<0.05. (**j**) Immunohistochemistry (brown colour) for H3K27me3 of metatarsal bones from **h**. (**k**–**m**) Change in length (**k**) histological sections (**l**), and quantitative measurements of hypertrophic cell size (**m**) in fetal metatarsal bones treated with DMSO or UNC, with or without Igf1. Statistical comparison was performed on bone length between different treatment groups at the end of treatment (**m**). (**n**–**p**) Similar to **k**–**m**, except for the treatment with Igfbp3/5 instead of IGF-I. *P<0.05, *N*=6 (**m**,**p**). *P<0.05, DMSO versus all other groups (n). Scale bars, 100 μm.

**Figure 5:**
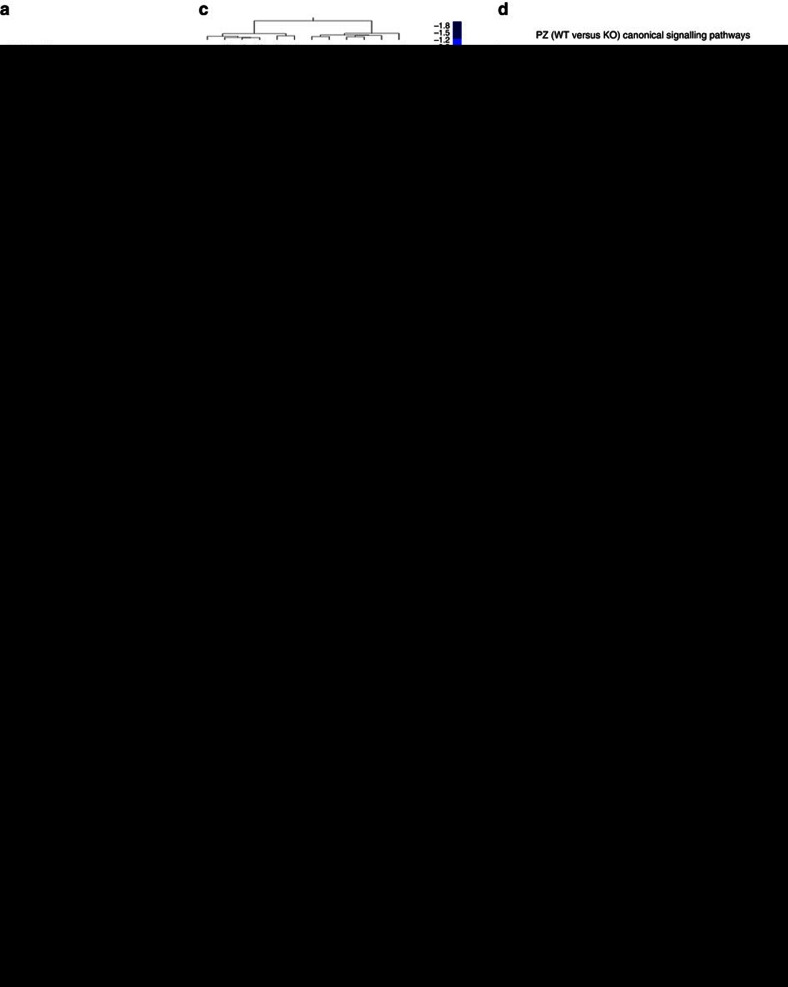
Microarray of gene expression in growth plates of Ezh1/2 mice. Expression microarray was performed in RNA isolated from tibial growth plate proliferative or hypertrophic zone of 3-day-old Ezh1/2 or wild-type mice using laser capture microdissection. In both zones, using a cutoff of *P*<0.001 and fold change>1.3, more genes were upregulated than downregulated in Ezh1/2 mice compared with wild type (**a**). Overlap of genes commonly upregulated (or commonly downregulated) between two zones in the Ezh1/2 mice were modest (**b**). Unsupervised two-way hierarchical clustering of the 12 samples from Ezh1/2 mice and wild-type mice (six samples each), using the 280 significant genes in the PZ (top panel) and 243 significant genes in the HZ (bottom panel). Relative expression was depicted by colour maps, with blue representing low expression, and red representing high expression. Scale bar, normalized log_2_-transformed expression (**c**). Canonical signalling pathway analysis by Ingenuity Pathway Analysis on the 280 PZ genes (top panel) and 243 HZ genes (bottom panel) (**d**). A subset of messenger RNAs that were found to be differentially expressed in Ezh1/2 versus wild-type mice were analysed by real-time PCR for confirmation (**e**). Error bars, ±s.e.m.

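Clustering on probe sets chosen for a difference between the genotypes parted the genotypes in both zones. With the 316 PZ probe sets past the stated thresholds, and with the 136 HZ probe sets, 12 of 12 arrays fell on the side of their own genotype. With the 20672 probe sets brighter than the median, which were not chosen for a difference, the first split did not part the genotypes. In the PZ it set wild-type array 1 and Ezh1/2 array 1 apart from the others, with 6 of 12 arrays on their own side. In the HZ it set wild-type array 1 apart, with 7 of 12 on their own side. Wild-type PZ array 1 had the lowest mean of cartilage genes in its group (9.83, against a group mean of 10.2) and the highest means of macrophage (5.49) and endothelial (4.72) markers. Ezh1/2 PZ array 1 had the lowest cartilage mean of its group too (10.11). But its endothelial mean was the lowest of its group (3.89), and its macrophage mean (4.37) lay within the range of the group. Both arrays had the lowest SD of values in their group (1.54 and 1.55). Distances were 1 minus the Pearson correlation, with average linkage.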

**Figure 6:**
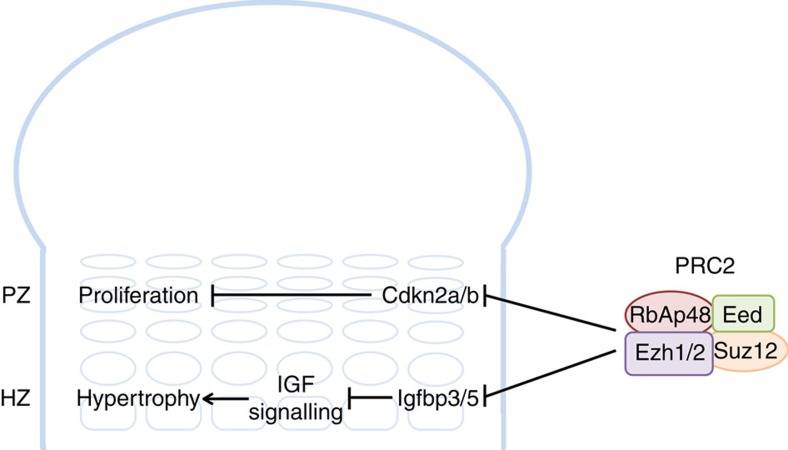
PRC2 promotes chondrocyte proliferation and hypertrophy. Our findings support this working model to explain how PRC2 promotes proliferation and hypertrophy in the growth plate. In the proliferative zone (PZ), PRC2 suppresses expression of Cdk inhibitors Cdkn2a and 2b, to allow normal cell cycle progression and proliferation. In the hypertrophic zone (HZ), PRC2 positively modulates IGF signalling by suppressing the expression of Igfbp3 and 5, therefore promoting chondrocyte hypertrophy.

How the deposited data were processed for this re-analysis (not part of the article)

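The arrays measured RNA of the proliferative zone (PZ) and the hypertrophic zone (HZ) of the tibial growth plate of wild-type and Ezh1/2 mice at 3 days of age, with 6 arrays in each of 4 groups and 24 in all. The tissue was collected by laser capture microdissection, chosen by its morphology, and the RNA was amplified before hybridization. The authors normalized the arrays together by robust multi-array averaging (RMA) and deposited log2 expression values for 41345 probe sets, with no missing value. They analysed these values in Partek. The raw scanner files were not used here, so the background correction and the normalization of the authors stand as deposited. Whether a probe set is above background is not given by such values.

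Groups and replicate numbers were taken from the sample labels and the paper. Probe sets were named through the platform annotation, in which 23521 have 1 gene symbol, 1814 have several and 16010 have none. Of those with 1 symbol, 23328 were matched to a current gene record, and no symbol changed. Members of the study's lists were taken by the probe set in the study's tables, and among those named that of Jak3 has 2 symbols, that of Taf5l none and that of Cyr61 the newer symbol Ccn1. Igf2bp1 and Hoxa11 are named by the study's table from probe sets with several symbols, and Igf2bp2 from 1 with none. No other gene is named from such a probe set. The probe set with the highest mean over the 24 arrays represented each of 22180 genes, of which 1082 have several probe sets. Where other probe sets of a named gene differed in direction or call, their values are given.

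Ezh1/2 and wild-type mice were compared within the 12 arrays of each zone by limma (version 3.58.1, in R 4.3.3) with moderated variances and Benjamini-Hochberg adjustment over all probe sets, two-sided, and changes were called at an adjusted p under 0.05. Counts are also given at the thresholds that the paper states, an unadjusted p under 0.001 and a fold change over 1.3. For single genes an exact permutation test over the 924 arrangements of 6 against 6 arrays is given, whose smallest p is 0.0022. Differences between the zones, and the difference of the genotype effect between the zones, were tested over all 24 arrays in limma with the animal as a random block (within-animal correlation 0.0966).

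The animal was taken to be the genotype with the replicate number in the labels, since the paper describes both zones of the same animals. Sex-linked genes show that this fails for wild-type numbers 3 and 5. Xist was 3.35 and 10.5 on PZ and HZ array 3 and 11.0 and 3.91 on PZ and HZ array 5, and the Y-linked gene Eif2s3y was 7.64 and 3.85, and 3.52 and 7.65. For the other 10 numbers both zones showed the same sex. The block was kept as fixed before the data were examined, nothing was crossed, and sex was not used as a group. Results that rest on the block are given without it too.

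Gene lists were tested with camera at a preset correlation between genes of 0.01, again with a correlation estimated from the arrays, and with fry. There were 40 lists, of which 37 were tested in both zones, with adjustment over all of these tests. The lists of pathways, complexes and 8 other cell types were written before the data were examined but after Supplementary Data 1 to 4 had been read, so they are not independent of the study, and 7 were the study's own pathway lists. Since the study chose these on the same samples, no group test of them is given. A score of a cell type is the mean log2 value of its markers on an array.

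The genes named in the text follow a rule that was written before the data were examined. It takes, for each zone, up to 12 gene symbols with the largest rise and 6 with the largest fall among those past the adjusted p with no overlap of the groups, filled up by the lowest p where there were fewer, and skipping predicted genes and microRNAs. It adds the genes the paper names, up to 4 members of each list with the lowest p, the members of the study's lists, 6 genes for the interaction and fixed markers of the zones with the 3 largest differences each way. The fold changes in Supplementary Data 1 and 2 had been seen when the rule was written. Of the genes the rule takes, 116 pairs of gene and zone were chosen for the text after their values were seen. Other probe sets that are named were named for an overlap between the zones. Igf2bp1, Igf2bp2 and Hoxa11 were added for a call on a probe set left out of the lists.

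The genotype test was tested on simulated data made from the means and residual SDs of the deposited values, with 200 changed probe sets of the 41345. Noise was drawn independently for each probe set and array. Correlation between genes and deviations shared by a whole array were not kept, so the counts below need not hold for the real arrays. Of 50 probe sets each, changed by 0.5, 1, 2 and -1 on the log2 scale, 19, 40, 49 and 43 were called in the PZ with 8 false calls, and 5, 39, 48 and 35 in the HZ with 7 false calls.

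Alternatives set before the data were examined were a fit over all 24 arrays, quantile and cyclic loess normalization within a zone, leaving out dim probe sets, using only probe sets with 1 symbol, trend and robust moderation, array weights, the replicate number as a block, an unmoderated test, a two-way analysis of variance, other distances for clustering, and leaving out each array in turn. Alternatives added later left out 3 HZ arrays whose values span a narrow range, 2 HZ arrays with high muscle and fibroblast markers or 2 PZ arrays that cluster apart, or applied an unmoderated test at a p under 0.005 to the transcripts of the study's tables. Each comparison was also repeated for 100 splits of the arrays, the real one included. For results over both zones whole animals were relabelled by their number. Such splits have no wild-type and Ezh1/2 side, so for the overlap the larger of the 2 directions stood for both, and the within-animal correlation was kept at its real value. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The RT-qPCR, histology, proliferation and ChIP data of the paper were not analysed here.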

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

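Chosen only after the result was seen were the tests on 219 PZ and 97 HZ probe sets, the lists without genes of the study's tables, the test of the mean score of the other cell types, and the runs without HZ arrays that stand apart. Rules for reading a test were tightened after their values were seen, as said at each.

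With a random block, the genotype effect differed between the zones, by the interaction test at an adjusted p under 0.05, for 8 genes named under the rule. All 8 were lost with a fixed replicate block, and the block rests on a number that is not the animal in every case. The 8 genes were Cp (1.87), Adamts9 (1.52), Ncam1 (1.37) and Otogl (1.16), with a more positive change in the HZ, and Prdm6 (-0.68), Cbln2 (-0.913), Chrdl2 (-1.08) and Pappa2 (-1.42), with a more positive change in the PZ.

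A single array stood far from the other 5 of its group, by the gap to its neighbour as a share of the range of the group, in 23 of 276 groups checked, where chance gives about 1 in 20 or 14. In the wild-type PZ these were Plag1 on array 4 (share 0.822, level 6.18), Hmga2 on array 2 (0.729, level 5.40), Igfbp5 on array 1 (0.627, level 5.77) and, also on array 1, the means of endothelial (0.708, level 4.72), macrophage (0.634, level 5.49) and cartilage genes (0.799, level 9.83). In the Ezh1/2 PZ these were Ezh2 on array 4 (0.783, level 5.85), Plag1 on array 6 (0.724, level 7.39), Cdr1 on array 3 (0.696, level 6.62), Meis1 and Taf5l on array 5 (0.66, level 5.27, and 0.726, level 6.66), Isl1 on array 1 (0.659, level 5.08), and the means of macrophage (0.768, level 4.84) and perichondrium genes (0.687, level 6.03) on array 6. In the wild-type HZ these were Isl1 and Itgb3 on array 1 (0.681, level 4.14, and 0.748, level 4.70), Meis1 on array 6 (0.661, level 4.97), Ppargc1a on array 3 (0.64, level 4.54), the mean of perichondrium genes on array 2 (0.669, level 6.67) and that of cartilage genes on array 4 (0.646, level 8.58). On the HZ arrays labelled Ezh1/2 these were Bicc1 on array 1 (0.674, level 6.65), and Pappa2 (0.733, level 4.99) and the mean of neutrophil genes (0.641, level 6.89) on array 4.

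Fewer probe sets were called in the HZ (7) than in the PZ (170), and the median residual SD was 1.44 times as large in the HZ. A larger spread with effects of unchanged size stays open. The 219 probe sets past the paper's thresholds on 3 against 3 PZ arrays had a median log2 fold change of 0.51 on the other PZ arrays and 0.28 in the HZ, a ratio of 0.547 (0.48 to 0.577 with any HZ array left out, 0.581 and 0.503 for the 2 choices of PZ arrays). In reverse, 97 probe sets past these thresholds on 3 against 3 HZ arrays had 0.375 on the other HZ arrays and 0.105 in the PZ, so a smaller value in the zone not used for the choice does not show smaller effects in the HZ. With a spread shared by all 24 arrays 202 were called in the HZ and 89 in the PZ, and with a two-way analysis of variance 102 higher and 53 lower against 77 and 4. Both settings understate the larger spread of the HZ and overstate that of the PZ. The turned order of the zones thus follows from the settings and decides nothing, a limit added after the values were seen. The test set before, on probe sets called on such PZ arrays, gave 0.192, below its bound, but rested on 3 calls and is left open for that reason, a limit added after the value was seen. Whether 3 HZ arrays of narrow range (wild-type arrays 1 and 4 and Ezh1/2 array 1) hide changes cannot be told apart from the loss of arrays as such: without them limma called 0 probe sets, as it did without 78 of 89 other sets of 3 (highest 3), so that the count could not go lower, a reason added after the value was seen, while 149 probe sets passed the paper's thresholds, against a median of 87 (highest 256, and 3 other sets as many). A smaller effect of the deletion in the HZ, where Ezh2 itself had a log2 fold change of 0.17 from a probe set whose place against the deleted part was not examined, stays open as a biological explanation.

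Markers of all 8 other cell types had a higher mean, and cartilage genes a lower mean, on the HZ arrays labelled Ezh1/2. More tissue other than cartilage in these captures stays open, since the mean over the 8 types was higher by 0.31 with an exact permutation p = 0.236, which decides neither way. Whether such tissue is the source of the higher Igfbp3 stays open too, a limit added after the value was seen. The mean over the 8 types cannot stand for a single tissue, such as perichondrium and fibroblasts (higher by 0.49) or osteoclasts (higher by 0.40). No single tissue was tested as a covariate. With that mean as a covariate Igfbp3 kept 1.05 of its log2 fold change (1.16, standard error 0.267, against 1.11 without). Igfbp5 kept 0.84 (1.56, standard error 0.377, unadjusted p = 0.00131, against 1.86), which lies within 1 standard error of the bound of 0.8 set before, so this stays open, a condition added after the value was seen. With the covariate limma called 13 probe sets in the HZ, and a change in the cartilage itself by genotype was not tested apart from this.

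More probe sets were higher than lower in the PZ of Ezh1/2 mice. Repeated counting of 1 locus is argued against, since 90.2% of gene symbols were higher when each was counted once. The authors' normalization between arrays stays open. The share higher was 91.3% or more after both quantile and cyclic loess normalization within the zone, but these were applied to values already normalized and moved the calls little (from 152 and 18 to 158 and 15, and to 156 and 13), so they do not undo the first step, a reason added after the value was seen. The loss of a repressive mark, which the design names through the genotype, is a hypothesis that these arrays do not test directly.

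Splits of the arrays were drawn 100 times, the real one included. Only the real split was as large for the PZ calls (170 against a highest other of 19) and the PZ counts at the paper's thresholds (316 against 244), which argues against chance. So it was for the zone differences on wild-type arrays (15102 against 8717) and on arrays labelled Ezh1/2 (13690 against 6305). The HZ calls also had only the real split (7 against 4). But this count is small and fell to 0 or 1 rises without most single arrays, so chance is not excluded there. For the number higher in both zones (13 against 3) and the interaction (19 against 3) again only the real split was as large. These splits moved animals by a number that is not the animal in every case, so they argue against chance only as far as it holds. These limits were added after the values were seen. For the HZ counts at the paper's thresholds 4 splits were as large (136 against 288). This lies just under the bound of 5% set before, 1 of many such tests without adjustment, so chance is not excluded. The largest set wild-type arrays 1 and 4 and Ezh1/2 arrays 1, 3, 4 and 5 against the others. That group holds the 3 arrays of narrow range, and whether these drive the count was not tested. Chance cannot be excluded for the number lower in both zones (10 splits, 1 against 3), the correlation of the fold changes of the zones (43 splits, 0.132 against 0.224) and the lists past the test in the PZ (12 splits, 14 against 20). Of the lists past the test, 4 in the PZ and 1 in the HZ were chosen by the study on the arrays of that zone. The lists past the test in the HZ (1 split, 17 against 15) hold other genes of the study's HZ table too, which favours the real split. With the study's lists and these genes left out, which works against it, 9 of 30 lists passed in the HZ (22 splits as many, highest 12) and 3 of 30 in the PZ (87 splits, highest 12), so for the HZ lists this stays open, a reason added after the value was seen. The correlation was above 0 in 95 of the other splits, with a median of 0.109, and the covariance was 0.00665 against a median of 0.00483.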

How the results depend on the processing

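Chosen only after the data were seen were the runs without HZ arrays of narrow range, without HZ arrays high in muscle markers, without PZ arrays that cluster apart, and with the study's tables. No gene named under the rule, zone difference or list that passed its test changed direction under any alternative tried. Of 46 called genes named under the rule, 23 kept their call under every alternative and 23 lost it under at least 1, and of 70 not called 29 passed under at least 1. Of 30 called zone differences of single genes 29 kept their call, and of 8 called interactions 0 did, each lost with a fixed replicate block. Of 2700 pairs of gene and alternative, 2405 stayed on their side of the threshold. Where a value moved below, the cause was not tested, apart from settings that test fewer arrays or probe sets.

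Counts are given as higher and lower on the arrays labelled Ezh1/2. With a spread shared by all 24 arrays, the calls were 84 and 5 in the PZ and 128 and 74 in the HZ, the counts at the paper's thresholds 167 and 12 in the PZ and 218 and 176 in the HZ, and 22 were higher in both zones. A two-way analysis of variance gave 77 and 4, 102 and 53, 145 and 10, 190 and 147, and 21. Both settings favour calls in the HZ, where the spread was larger, over those in the PZ. An unmoderated test gave 97 and 11 calls in the PZ, 1 and 0 in the HZ, and 32 and 34 lower at the paper's thresholds in the PZ and HZ. With 1 symbol per probe set, 29 were called lower in the PZ, 10 higher and 3 lower in the HZ, and 32 were lower in the HZ at the paper's thresholds. With dim probe sets left out, 33 and 35 were lower at these thresholds in the PZ and HZ, 6 were higher in both zones, and 3327 and 3110 were higher in the HZ than in the PZ of wild-type and Ezh1/2 mice. Array weights gave 91 lower in the HZ at these thresholds and 2 lower in both zones, quantile normalization 2 lower in both zones, and trend and robust moderation 0 called lower in the HZ. At an unadjusted p under 0.005, counted as unique symbols, 173 and 118 passed in the HZ, and 30 and 6 were higher and lower in both zones. An unmoderated test at that p over the study's tables gave 146 and 97 in the HZ. Without the 3 HZ arrays of narrow range 0 and 0 were called in the HZ, and 46 and 103 passed the paper's thresholds. Without the 2 HZ arrays high in muscle markers 2 and 0 were called, and without the 2 PZ arrays that cluster apart 80 were called higher. With an estimated correlation 8 lists passed in the PZ and 4 in the HZ, and with fry 4 in the HZ.

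With each array left out in turn, the PZ calls ranged from 87 to 141 higher and from 9 to 22 lower, the HZ calls from 0 to 6 and from 0 to 1, the counts at the paper's thresholds from 204 to 260 and from 38 to 74 in the PZ and from 61 to 93 and from 35 to 85 in the HZ, the number higher in both zones from 8 to 15 and lower in both from 1 to 3, and the correlation from 0.0752 to 0.165. The interaction ranged from 4 to 8 more positive in the HZ and from 4 to 15 in the PZ, the zone difference in wild-type mice from 5177 to 8120 and from 5729 to 7092, and on the arrays labelled Ezh1/2 from 5077 to 7071 and from 5899 to 7197. The lists past the test ranged from 10 to 20 in the PZ and from 14 to 20 in the HZ, and clustering on chosen probe sets put 11 of 11 arrays on their own side, and on bright ones 6 in the PZ and 6 to 7 in the HZ.

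By the labels, wild-type and Ezh1/2 arrays share only a number. Same-numbered arrays had correlations of their deviations from -0.129 to 0.269 in the PZ and from 0.0202 to 0.285 in the HZ. Wild-type array 1 correlated best with Ezh1/2 array 1 in the PZ (0.269) and in the HZ (0.189). No other number did so in the PZ, and only number 5 in the HZ. The arrays numbered 1 also had the lowest SD of values in each group (1.54 and 1.55 in the PZ, 1.37 and 1.40 in the HZ). Something shared by these arrays across the genotypes was not tested. With the replicate number as a block the calls were 74 and 9 in the PZ and 1 and 0 in the HZ. For PZ and HZ arrays of the same number the correlations ranged from -0.111 to 0.322. A fixed block gave 0 and 0 interactions, and no replicate block gave 7 more positive in the PZ. The number of arrays, and the unknown background of the deposited values, limit what can be seen for dim genes.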

Differences from the paper's values

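The run on the study's own tables was chosen only after the values were seen. At an unadjusted p under 0.001 and a fold change over 1.3, the paper gives 146 genes higher in the HZ of Ezh1/2 mice, and 81 probe sets were higher here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with a spread shared by all 24 arrays (218), cyclic loess (98), a two-way analysis of variance (190) and unique symbols at a p under 0.005 (173), and was not with quantile normalization (95), dim probe sets left out (57), 1 symbol per probe set (77), trend and robust moderation (68), array weights (96), the replicate number as a block (88) and an unmoderated test (68). For genes lower in the HZ the paper gives 97, and 55 were lower here. The count was within 1.5 times the paper's with array weights (91), the replicate number as a block (80) and unique symbols at a p under 0.005 (118), and was not with a spread shared by all 24 arrays (176), quantile normalization (56), cyclic loess (53), dim probe sets left out (35), 1 symbol per probe set (32), trend and robust moderation (46), an unmoderated test (34) and a two-way analysis of variance (147). In the PZ the paper's 231 and 49 stand beside 264 and 52 probe sets here. In both zones the paper's counts equal the unique symbols in the study's tables, where p reaches 0.00499. These are thus unlike counts, and neither a near match nor a gap between them is a like comparison.

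The study's Supplementary Data 1 and 2 list 402 PZ transcripts (317 higher, 85 lower) and 305 HZ transcripts (157 higher, 148 lower) with p up to 0.00499. Of these, 185 and 32 in the PZ and 69 and 34 in the HZ have a p under 0.001 in the study's tables. Counted as unique symbols, the study's tables hold 231 and 49 in the PZ and 146 and 97 in the HZ, which are the paper's counts. An unmoderated test of the deposited values at a p under 0.005 over those transcripts alone, which leaves out any transcript outside the tables and was chosen after seeing the values, gives the same 231, 49, 146 and 97 and drops 0 of the paper's called genes, while the paper states a p under 0.001. The log2 fold changes here were within 0.01 of the study's for 402 of 402 PZ and 304 of 305 HZ transcripts. The exception is Igfbp3 in the HZ, for which the study's table gives a fold change of 1.92 and the deposited values give 2.15, or 0.939 and 1.11 on the log2 scale.

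The paper gives Ezh2 as lower in every zone of Ezh1/2 mice by RT-qPCR, another assay, while on the arrays its log2 fold change was 0.17 in the HZ (adjusted p = 0.899) and -0.63 in the PZ, where all 6 Ezh1/2 arrays were lower. That assay also gives a far larger rise of Cdkn2a in the PZ and HZ than the array fold changes of 1.36 and 1.54. Its probe set is among the dim ones. For Cdkn2b the RT-qPCR gives a rise mainly in the PZ. On the arrays its log2 fold change was 0.40 in the PZ (adjusted p = 0.0238 from limma) and 0.64 in the HZ (adjusted p = 0.51). The paper states that Igf2r did not differ in the HZ (Supplementary Fig. 7). On the arrays its log2 fold change was 1.04 (adjusted p = 0.214 from limma, not past the test, and 0.0327 with a spread shared by all 24 arrays, in a range over the alternatives of 0.0327 to 0.472), and the study's own HZ table lists it with a fold change of 2.06. The paper states that the arrays show Igfbp3 and Igfbp5 upregulated in the HZ. Here neither passed the adjustment over all probe sets (adjusted p = 0.233 and 0.224), both were higher, and Igfbp5 passed with a spread shared by all 24 arrays (adjusted p = 0.0163, in a range over the alternatives of 0.0163 to 0.436) and in a two-way analysis of variance, while Igfbp3 passed under no alternative (0.0505 to 0.514). Those settings, which Igf2r passed in part too, favour calls in the HZ because its spread was larger than that of the PZ.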

Other observations

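Of 16 genes in the study's own axonal guidance list, 9 rose in limma in the PZ of Ezh1/2 mice (16 when adjusted over the list alone, not independent evidence since the study chose them on these samples), among them the ephrin receptor gene Epha3 (log2 fold change 1.21, standard error 0.13, adjusted p = 0.00143), the netrin receptor gene Unc5a (0.55, standard error 0.09, adjusted p = 0.0112) and the phospholipase gene Plcb1 (1.11, standard error 0.17, adjusted p = 0.0118). In the HZ, 0 of these genes passed in limma (0 when adjusted over the list alone, and 4 higher at an unadjusted p under 0.05). The calls of Unc5a and Plcb1 ended with the replicate number as a block, and that of Plcb1 also in an unmoderated test and without 2 PZ arrays that cluster apart, left out after the data were seen (highest adjusted p 0.0501 and 0.102). Of 6 measured genes of the imprinted Dlk1-Dio3 locus, Mir541 rose in the PZ (0.94, standard error 0.17, adjusted p = 0.0363, highest adjusted p over the alternatives 0.325, with the call lost without wild-type array 1, 3, 4 or 5 or Ezh1/2 array 1, 2, 3, 4 or 5), and 4 rose when adjusted over the list alone. The long RNA genes Rian and Meg3 had 0.50 (adjusted p = 0.104) and 0.40 (adjusted p = 0.278) and Dlk1 0.61 (adjusted p = 0.35). That list had adjusted p = 3.54e-06, and adjusted p = 0.045 with an estimated correlation. Of 9 genes of Hedgehog and PTHrP signalling, Hhip, a Hedgehog antagonist, rose (1.00, standard error 0.18, adjusted p = 0.0336, highest adjusted p over the alternatives 0.121, with the call lost without any single array except wild-type array 6 and Ezh1/2 array 3), with 1 when adjusted over the list alone, adjusted p = 0.0259 for the list, a call also lost without wild-type array 1 or Ezh1/2 array 4, and adjusted p = 0.112 with an estimated correlation. The fibroblast and matrix gene Dcn had -1.13 in the PZ (standard error 0.28, adjusted p = 0.153).

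In the HZ, camera placed genes of the unfolded protein response, immediate early genes and genes of hypoxia and glycolysis lower on the arrays labelled Ezh1/2, beside the cartilage and hypertrophic lists, and osteoclast, Wnt and developmental genes higher, beside muscle, perichondrium and endothelial genes, with 0 members of any of these lists called in limma. Of 23 genes of the unfolded protein response, 3 were lower when adjusted over the list alone and 4 at an unadjusted p under 0.05. Ppp1r15a, which lets translation resume after stress, had -0.62 (adjusted p = 0.224) and the chaperone gene Hspa5 -0.38 (adjusted p = 0.54), and the list had adjusted p = 2.41e-06, and adjusted p = 0.156 with an estimated correlation. Of 24 immediate early genes, 3 were lower when adjusted over the list alone and 5 at an unadjusted p under 0.05, with -1.25 for the antiproliferative gene Btg2 (adjusted p = 0.186), adjusted p = 0.00037 for the list and adjusted p = 0.283 with an estimated correlation. Of 29 genes of hypoxia and glycolysis, 3 were lower when adjusted over the list alone and 7 at an unadjusted p under 0.05, with -0.68 for the collagen hydroxylase gene P4ha2 (adjusted p = 0.412), adjusted p = 0.00821 for the list (a call also lost without wild-type array 5 or Ezh1/2 array 1) and adjusted p = 0.368 with an estimated correlation. Of 12 osteoclast markers, 1 was higher when adjusted over the list alone and 4 at an unadjusted p under 0.05, with 1.21 for the integrin gene Itgb3 (adjusted p = 0.224) and 0.88 for the protease gene Ctsk (adjusted p = 0.612), adjusted p = 5.76e-05 for the list and adjusted p = 0.204 with an estimated correlation. Of 65 Wnt genes, 1 was higher when adjusted over the list alone (11 higher and 1 lower at an unadjusted p under 0.05), with 0.98 for Porcn, which acylates Wnt ligands (adjusted p = 0.215), and 1.07 for Lef1 (adjusted p = 0.446). The Wnt list had adjusted p = 0.00131, and adjusted p = 0.0107 with an estimated correlation. Of 83 developmental transcription factors other than Hox genes, 9 were higher when adjusted over the list alone (13 higher and 1 lower at an unadjusted p under 0.05), with 0.72 for Irx6 (adjusted p = 0.215), adjusted p = 0.000816 for the list and adjusted p = 0.383 with an estimated correlation. The study's HZ table holds 3 genes of the unfolded protein response list, 2 immediate early genes, 1 gene each of the hypoxia, osteoclast and Wnt lists and 8 developmental factors. The Dlk1-Dio3 list was higher too (adjusted p = 0.0253, a call lost without wild-type array 6 or Ezh1/2 array 4, and adjusted p = 0.368 with an estimated correlation). Across all HZ arrays labelled Ezh1/2, against all wild-type HZ arrays, the mean of the 8 other cell types was higher by 0.31 (exact permutation p = 0.236).

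The zones of the wild-type growth plate differed widely. In limma 8059 probe sets were higher in the HZ and 7043 in the PZ of wild-type mice, and 6722 and 6968 on the arrays labelled Ezh1/2. Which zone had more turned in wild-type mice without the arrays numbered 4 (5177 and 5729) or 1 (6335 and 6415) and with dim probe sets left out (3327 and 6473), and on the arrays labelled Ezh1/2 with cyclic loess (5961 and 5944) and with trend and robust moderation (6903 and 6855). The largest differences on the log2 scale toward the HZ were those of H2-Q10 (5.47), the retinoic acid synthesis gene Aldh1a3 (5.42) and the prostaglandin synthase gene Ptgs2 (4.87), and toward the PZ those of Ucma (-4.63), Prelp (-4.40) and Snord87 (-3.72). On the arrays labelled Ezh1/2, Col10a1 was higher in the HZ by 3.65 and Ihh by 1.46, and Mki67 had -1.39.

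Some array values bear on genes that the paper measured apart from the arrays. Ezh2 had a mean of 7.09 in the PZ and 6.27 in the HZ of wild-type mice. Igf2 had a mean log2 level of 7.96 in the wild-type HZ and Igf1 of 5.29, values of different probe sets that are not to be ranked, with log2 fold changes of -0.08 (adjusted p = 0.982) and 0.31 (adjusted p = 0.944), and Igf1r had -0.27 (adjusted p = 0.831).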
